# Evaluation of a Recombinant *Flavobacterium columnare* DnaK Protein Vaccine as a Means of Protection Against Columnaris Disease in Channel Catfish (*Ictalurus punctatus*)

**DOI:** 10.3389/fimmu.2019.01175

**Published:** 2019-06-06

**Authors:** Miles D. Lange, Jason Abernathy, Bradley D. Farmer

**Keywords:** recombinant protein, bath immersion, *Flavobacterium columnare*, channel catfish, antibody response, RNA sequencing

## Abstract

*Flavobacterium columnare* causes substantial losses among cultured finfish species. The Gram-negative bacterium is an opportunistic pathogen that manifests as biofilms on the host's mucosal surfaces as the disease progresses. We previously demonstrated that the dominant mucosal IgM antibody response to *F. columnare* is to the chaperone protein DnaK that is found in the extracellular fraction. To establish the efficacy of using recombinant protein technology to develop a new vaccine against columnaris disease, we are reporting on two consecutive years of vaccine trials using a recombinant *F. columnare* DnaK protein (rDnaK). In year one, three groups of channel catfish (*n* = 300) were immunized by bath immersion with a live attenuated *F. columnare* isolate, rDnaK or sham immunized. After 6 weeks, an *F. columnare* laboratory challenge showed a significant increase in survival (>30%) in both the live attenuated and rDnaK vaccines when compared to the non-immunized control. A rDnaK-specific ELISA revealed significant levels of mucosal IgM antibodies in the skin of catfish immunized with rDnaK at 4- and 6-weeks post immunization. In the second year, three groups of channel catfish (*n* = 300) were bath immunized with rDnaK alone or with rDnaK after a brief osmotic shock or sham immunized. After 6 weeks a laboratory challenge with *F. columnare* was conducted and showed a significant increase in survival in the rDnaK (> 25%) and in rDnaK with osmotic shock (>35%) groups when compared to the non-immunized control. The rDnaK-specific ELISA demonstrated significant levels of mucosal IgM antibodies in the skin of catfish groups immunized with rDnaK at 4- and 6-weeks post immunization. To further understand the processes which have conferred immune protection in the rDnaK group, we conducted RNA sequencing of skin samples from the non-immunized (*n* = 6) and rDnaK treated channel catfish at 1-week (*n* = 6) and 6 weeks (*n* = 6) post immunization. Significantly altered gene expression was identified and results will be discussed. Work to further enhance the catfish immune response to *F. columnare* rDnaK is underway as this protein remains a promising candidate for additional optimization and experimental trials in a production setting.

## Introduction

*Flavobacterium columnare*, the causative agent of columnaris disease generates substantial mortality during the production of freshwater farmed finfish species (1, 2). Classically, columnaris disease has been shown to predominantly involve the external mucosal surfaces of fish, which can lead to the rapid and widespread destruction of the gills, skin, and fins. *F. columnare* is ubiquitous in the aquatic environment and outbreaks are often triggered during the spring and summer months of the production cycle (3, 4). Intensive rearing of food fish is well-suited for the transmission of *F. columnare* and in these settings the pathogen is opportunistic and outbreaks are common, as fish experience stressors including increased rearing density, unnecessary handling and poor water quality (5–7). As food fish production continues to expand, the frequency of columnaris disease will only continue to increase within the aquaculture industry. The regulation of treatments and resistance to available antibiotics means that alternative methods of disease protection will be required (8).

Many vaccines have been developed and used in the aquaculture industry to prevent expensive losses which occur throughout the production cycle due to a wide variety of infectious diseases (9–12). Some of the earliest fish vaccine preparations were isolated bacterial pathogens that were cultured, killed, and then used to immunize fish to examine their overall immunogenicity (13–16). As we began to understand the nature of adaptive immunity in teleost fish, killed bacterins gave way to live-attenuated bacterial vaccines engineered to cause little or no disease and offer more potential for stimulating the adaptive immune response (17, 18).

Channel catfish has served for many years as a good model for examining teleost immune function (19–22). Studies to evaluate different tissue-derived catfish transcriptomes under different conditions during laboratory challenges have allowed for new insight into the pathogenesis of different Gram-negative bacteria (23–25). Recently our lab characterized the mucosal IgM antibody response in channel catfish to an iron-attenuated *F. columnare* isolate after bath immunization (26). We observed that the DnaK protein was primarily found in the extracellular fraction of different *F. columnare* isolates and was predominantly reactive with mucosal IgM antibodies. The DnaK protein has also been detected in the extracellular fraction of the fish pathogen, *Aeromonas salmonicida*, where the authors classified it as a moonlighting protein and pondered on whether it could be a potential vaccine target (27). Heat shock proteins represent a conserved family of proteins and there is evidence to suggest that these proteins are prominent in activating an adaptive immune response in mammals (28–31).

Recent advances in recombinant protein technology have made the production and subsequent testing of individual immunogens quite effective (32–35). In the current work, we tested the ability of a recombinant *F. columnare* DnaK protein (rDnaK) to induce a catfish mucosal IgM antibody response and to protect against columnaris disease. We also examined molecular mechanisms through which protection may be induced using high-throughput RNA sequencing of a mucosal tissue through multiple weeks post-immunization. These combined results suggest that the *F. columnare* rDnaK protein is a candidate for additional studies to improve and validate these experimental trials in a commercial environment.

## Materials and Methods

### Bacteriology and Extracellular Protein Preparation

*F. columnare* isolate LV-359-01 was retrieved from frozen glycerol stocks stored at −80°C and streaked onto *F. columnare* Growth Medium (FCGM) (36, 37). After 48 h of growth at 28°C, the isolate was dislodged from the agar using a sterile loop and inoculated into 5 mL of FCGM (starter) overnight at 28°C. The next day the 5 mL starter was placed into 1 L of FCGM and incubated at 28°C for 24 h at 200 RPM. To produce a live bacterin, LV-359-01 was also grown under iron-limiting conditions with FCGM that contained 100 μM of the high-affinity iron chelator 2, 2′-bipyridyl (Sigma-Aldrich, St. Louis, MO). The use of 2, 2′-bipyridyl to attenuate virulence for this isolate of *F. columnare* was an observation made from our previous work (38). For the live bacterin (LV-DP), we subcultured LV-359-01 in FCGM broth under iron limiting conditions for 24 h and used it immediately to bath immunize channel catfish for the Year 1 study. To isolate extracellular proteins, bacterial suspensions were centrifuged using an Eppendorf 5810R at 6,320 × *g* for 20 min. The extracellular portion (ECP) was aspirated into a new tube and centrifuged again for an additional 10 min. The ECP was aspirated and concentrated using 3K MWCO Amicon Ultra-15 centrifugal filter units (EMD Millipore, Billerica, MA). All ECP fractions had a 5% (v/v) protease inhibitor cocktail (Sigma Aldrich, St. Louis, MO) added prior to estimating the total protein concentration using the Coomassie Plus assay kit (ThermoFisher Scientific, Waltham, MA) with bovine serum albumin (Sigma Aldrich, St. Louis, MO) as the standard. Absorbance was read at a wavelength of 595 nm with a BioTek Synergy H1 plate reader operating under Gen5 software (Winooski, VT).

### Construction, Expression, and Evaluation of Recombinant *F. columnare* DnaK Protein

To construct the expression vector, we first identified the annotated DnaK protein sequence from the *Flavobacterium columnare* isolate ATCC 49512 genome (AEW86253.1). The full-length nucleotide sequence was submitted for codon optimization, incorporation of restriction sites, *NcoI*, and *XhoI* flanking the coding region, gene synthesis and cloning into pET-28a(+) expression vector with a C-terminal His-tag (Genscript, Piscataway, NJ). During this process the second codon of the DnaK sequence was altered from AGC to GGC for incorporation of the NcoI restriction site. The codon optimized recombinant *F. columnare* DnaK coding sequence which shared 71.4% nucleotide identity (amino acid identity 100% to AEW86253.1 protein sequence) to the *F. columnare* DnaK 49512 genomic clone was verified through Sanger sequencing. The expression vector was transformed into *Escherichia coli* strain BL21 (DE3) (Invitrogen, Carlsbad, CA) on Luria– Bertani (LB) agar supplemented with kanamycin (50 mg/mL) and grown at 37°C. For expression, a recombinant *F. columnare* DnaK clone was retrieved from a frozen glycerol stock stored at −80°C and streaked onto LB agar plate supplemented with kanamycin and grown overnight. A single colony was then cultured overnight in 50 mL of LB broth supplemented with kanamycin. A flask containing 250 mL of fresh LB broth with kanamycin was inoculated with 10 mL of the overnight culture and incubated for 2 h under the same culture conditions. Recombinant protein expression was induced by adding isopropyl thiogalactoside (IPTG) at a 1 mM final concentration and cultured for an additional 2 to 6 h. The rDnaK protein was purified from the *E. coli* pellet under native conditions according to the manufacturer's guidelines (Ni-NTA handbook, Qiagen) using a HisPur Ni-NTA spin column (ThermoFisher Scientific, Waltham, MA). Protein concentration was estimated as described above. Aliquots were dispensed and kept at −20°C until needed. SDS gel electrophoresis was conducted to analyze expressed protein using 10% TGX stain-free gels and buffers of the mini-protean system (Biorad, Hercules, CA). We loaded 5 μg of bacterial lysates or eluted rDnaK protein onto SDS gels with the Precision Plus gel marker (Biorad, Hercules, CA), stained using Simple Blue Safe (ThermoFisher Scientific, Waltham, MA) and visualized using a Biorad ChemiDoc XRS+ gel system operating under Image Lab 3.0 software. The rDnaK protein was excised from the SDS gel and mass spectrometry analysis was conducted as previously described (26).

### Bath Immunizations and *F. columnare* Challenges

All channel catfish fingerlings were reared at the Harry K. Dupree Stuttgart National Aquaculture Research Center in Stuttgart, Arkansas, USA.

In year one, 300 catfish in each of three groups (average weight 5 g) were bath immunized under different conditions prior to being stocked into 200 L tanks that received filtered well water and aeration from submerged air stones. Non-immunized control catfish were sham vaccinated, an iron attenuated LV-359-01 (LV-DP) culture was used to bath immunize catfish (calculated dose of 4 x 10^7^ CFU/mL), and the recombinant *F. columnare* DnaK protein (rDnaK) was used to bath immunize catfish (100 μg/mL). All bath immunizations were done statically for 30 min with aeration. Fish were maintained on pelleted catfish feed daily (35% protein, 2.5% fat; Delta Western, Indianola, Mississippi).

After 6 weeks, the non-immunized control and two immunized groups were challenged with virulent *F. columnare* LV-359-01 with a calculated dose of 8.5 × 10^6^ CFU/mL. For each group there were three challenge replicates, where catfish (*n* = 44) were stocked into 18 L aquaria containing 10 L of well water. Water was provided through the ultra-low-flow water delivery system at a rate of 30 mL/min (5, 39). An additional tank with catfish (*n* = 44) was used as the non-challenged control. The number of mortalities from each group was recorded twice daily over 6 days for survival curves.

In year two, 300 catfish in each of three groups (average weight 5 g) were bath immunized. Control catfish were sham vaccinated, and rDnaK was used to bath immunize catfish (200 μg/mL). For the third group (rDnaK + salt) a bath immunization occurred just after hyper-osmotic induction. Catfish were first immersed in a 4.5% (w/v) NaCl bath for 2 min and then bath immunized with rDnaK (200 μg/mL). All bath immunizations were done statically for 30 min with aeration.

Six weeks after the bath immunizations, the different groups were challenged (using the same system described above) with virulent *F. columnare* LV-359-01 at a calculated dose of 1.0 × 10^6^ CFU/mL. For each group there were three challenge replicates, where catfish (*n* = 40) were stocked into 18 L aquaria containing 10 L of filtered well water. An additional tank with catfish (*n* = 40) was used as the non-challenged control. The number of mortalities from each group was recorded twice daily over 5 days for survival curves. In all studies, temperature and dissolved oxygen were measured using an YSI Pro20 dissolved oxygen meter (Yellow Springs, Ohio). Each fish culture tank received aeration from submerged air stones and all studies were kept at 12 h light: 12 h dark photoperiod.

### Tissue Sampling and ELISAs

In years one and two, catfish from the non-immunized control or immunized groups were sampled at 2, 4, 6, 8, and 10 weeks. In year 2, catfish were also sampled at 1-week post immunization. For tissue sampling, catfish were euthanized in a solution of MS-222 for 10 min (300 mg/L, Syndel USA, Ferndale, WA), and whole blood was collected using 70 μL heparinized capillary tubes (ThermoFisher Scientific, Waltham, MA) from the caudal vein after tail fin removal and then allowed to clot overnight at 4°C. Blood samples were centrifuged at 10,000 × *g* for 10 min using an Eppendorf Minispin; the serum (20–50 μL) was removed and stored at −20°C until needed. After blood collection we proceeded with the preparation of excised skin for tissue culture as described (26). Briefly we wiped down the surface of the skin on both sides with a 70% ethanol solution. Then using sterile instruments, we dissected two consecutive 1.5 mm^2^ skin pieces (between the lateral line and dorsal fin), washed them with Leibovitz's L-15 medium (ThermoFisher Scientific, Waltham, MA), and placed them into 300 μL of complete Leibovitz's L-15 medium (10% FBS, penicillin/streptomycin, amphotericin, gentamicin) in a 48-well plate at 28°C for 24 h. The next day the skin explant tissue culture medium was removed and RNA*later* (ThermoFisher Scientific, Waltham, MA) was added to sufficiently cover the skin explants and stored at −80°C.

We used an indirect ELISA to measure the serum and skin based IgM antibodies as described with some modifications (22, 26). Prior to conducting these ELISA experiments; we established the amount of rDnaK required to bind and generate a consistent OD signal using the DnaK specific mAb 8E2/2 (Enzo Life Sciences, Farmingdale, NY). Pierce 96-well polystyrene plates (ThermoFisher Scientific, Waltham, MA) were coated with 100 μL of 10 μg/mL of *F. columnare* LV-359-01 ECP or 10 μg/mL of rDnaK protein in a sodium bicarbonate buffer. Plates were then rinsed three times with 1x PBS with 0.05% Tween-20 (PBST) and then incubated for 1 h in blocking solution (PBST with 5% milk). One hundred μL of serum (1:100) or skin explant medium (1:4) were further serially diluted to 1:1600 or 1:32 in 1x PBS on the horizontal axis of an antigen-coated ELISA plate and incubated at room temperature for 1 h. Plates were rinsed as above and 100 μL of anti-channel catfish IgM mouse monoclonal 9E1 antibody (40) was added at 1:500 dilution in blocking solution. The anti-trout IgM monoclonal antibody was used as an isotype control (41). After 1 h of incubation at room temperature, plates were washed with PBST and 100 μL of sheep anti-mouse HRP-conjugated IgG (GE Healthcare, Pittsburgh, PA) was diluted 1:5000 in blocking solution and incubated for 30 min at room temperature. Plates were rinsed three times with PBST, and 100 μL of 1-Step Ultra TMB-ELISA substrate solution (Thermo Fisher Scientific, Waltham, MA) was added. The peroxidase reaction was stopped after 20 min with 100 μL of 3M H_2_SO_4_ and assessed at 490 nm with a BioTek Synergy H1 plate reader operating under Gen5 software (Winooski, VT).

Differences among the serum or skin based *F. columnare* ECP or rDnaK specific IgM antibody levels were evaluated using One-Way ANOVA. Survival data was analyzed using Kaplan-Meier log rank survival analysis. Probabilities of *P* < 0.05 were considered statistically significant. All statistical tests were performed using GraphPad Prism version 7.0 (San Jose, California).

### RNA Sequencing of Skin Explants in Year 2

Skin explant tissues from non-immunized catfish (*n* = 6), catfish 1-week after treatment with rDnaK (*n* = 6) and catfish 6 weeks post-treatment with rDnaK (*n* = 6) were randomly selected for transcriptome analyses. Skin explants stored in RNA*later* at −80°C as described were used to create libraries for Illumina (San Diego, CA) high-throughput RNA sequencing (RNAseq). First, total RNA was extracted from each tissue using the Qiagen RNeasy Mini Kit (Germantown, MD) per the manufacturer's recommendation. Total RNA was treated with Amplification Grade DNase I (Sigma-Aldrich, St. Louis, MO) according to the package insert and then precipitated with sodium acetate—ethanol and reconstituted in nuclease-free water. Samples were assessed for quality using the Agilent Bioanalyzer RNA 6000 Nano Kit (Santa Clara, CA), where RNA Integrity Numbers > 8 were considered valid. For each sample, DNase-treated total RNA was standardized to 100 ng by spectrophotometry (Bio-Tek, Winooski, VT) and sequencing libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina with the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, MA). Each sample was barcoded using the NEBNext Multiplex Oligos for Illumina, Index Primers Sets 1 and 2 (New England Biolabs). RNAseq libraries were sent to a service provider (Novogene, Sacramento, CA) for 150 bp paired-end sequencing on an Illumina HiSeq X Ten.

### Bioinformatics

De-multiplexed, raw reads were provided by the service provider (Novogene). The Trim_Galore! software was used to remove Illumina adapters and trim low-quality ends from each read at a cut-off score of Q20 (42). Bowtie2 was used to align reads against the channel catfish RefSeq transcriptome from the IpCoco_1.2 genome assembly (43). The output from Bowtie2 was piped into the eXpress software using the parameters as recommended by eXpress when using the Bowtie2 aligner and included directional information from the reads (44). Effective read counts for each sample were then used for statistical comparisons by the DESeq2 package of R-bioconductor to generate lists of Differentially Expressed Genes (DEGs) between each control-treatment group. DEG assignment was significant where *P*-adj < 0.05 and at a fold-change > 1.5. Finally, DEG lists were manually aggregated to the gene-level to provide a final list of candidate genes (45). Raw and processed data along with a complete description of computational methods were submitted to the NCBI Gene Expression Omnibus (GEO) accessible under the accession number GSE121116.

### Functional

Enrichment testing was performed on DEG lists to populate gene ontologies (GO). GO categories include Biological Process (BP), Cellular Component (CC), and Molecular Function (MF). The Blast2GO PRO software was used to perform all functional analyses (46). First, the channel catfish RefSeq transcriptome from the IpCoco_1.2 genome assembly was up-loaded into Blast2GO where sequences underwent BLASTx (E-value< 1e-3), enzyme commission assignment, InterPro protein sequence analyses along with GO term assignment, where available. Then, each DEG list was evaluated for enrichment first using Fisher's exact test at a False Discovery Rate (FDR < 0.05). To do this, the functionally-annotated catfish transcriptome was used as a “reference set” of genes while the DEG list from each comparison was used as the “test set” of genes in the Blast2GO software. For additional functional information, Gene Set Enrichment Analysis (GSEA) was also performed in the Blast2GO software (47). To do this, differential expression between each comparison of interest was re-analyzed in DESeq2, where a shrinkage estimator (coef = 2) was applied. All genes were then ranked by the ratio of significance of expression (*p*-value) to the direction of fold-change. From this list, the significant DEGs were tabulated along with the corresponding ranking metric for use in GSEA. Each list was evaluated for GO enrichment by 1,000 permutations using the default settings in Blast2GO but also to include all data (min = 1). As the entire transcriptome (reference set) was functionally characterized in Blast2GO, Fisher's and GSEA analyses were performed using all significant transcripts (test set) for each comparison. Lastly, each significant DEG list was functionally characterized for GO, enzyme commission number, InterPro assessment and KEGG pathway assignment.

### qPCR Validation

Select genes were independently assessed via reverse transcription quantitative PCR (RT-qPCR) to validate our RNAseq pipeline. For each comparison, all individual DNase-treated RNA used for RNAseq library creation were also tested using qPCR. Each RNA was re-quantified by spectrophotometry (Bio-Tek) and standardized to 5 ng. The iTaq Universal SYBR Green One-Step Kit (Bio-Rad, Hercules, CA) was used for qPCR reactions. Each reaction contained 2 μL RNA, 5 μL of iTaq universal SYBR Green reaction mix (2x), 0.25 μL of iScript reverse transcriptase, 300 nM of each primer and nuclease-free water up to a total 10 μL volume. RT-qPCR was then performed using a Roche LightCycler 96 System (Indianapolis, IN), with cycling parameters according to the iTaq provided instructions. Technical replicates were performed for each reaction. Negative controls and no reverse transcriptase controls were included in each 96-well plate. Each qPCR was assessed by melting curve analysis. After all reactions, cycle threshold (Ct) values were collected and fold-change between each comparison was determined using the 2^−ΔΔCT^ method (48). *P*-values were calculated using a Student's *t*-test. We assessed several sets of published housekeeping gene primer sets (glucuronidase beta, glyceraldehyde-3-phosphate dehydrogenase, alpha tubulin, beta-actin, and 18S ribosomal RNA gene) and found that the 18S ribosomal RNA sets performed the best with skin explant tissue RNA (49–51). Validation primer set sequences are provided (Table S6).

## Results

### Evaluation of Recombinant *Flavobacterium columnare* DnaK Protein

To evaluate the potential of the *F. columnare* DnaK protein as a recombinantly expressed vaccine candidate, the DnaK amino acid sequence was identified among the annotated protein sequences of *F. columnare* isolate ATCC 49512 genome. An alignment of DnaK amino acid sequences from recently released *F. columnare* genomes and protein sequences from other Gram-negative bacteria were compared to that identified in *F. columnare* ATCC 49512 (Table S1). The alignment of the DnaK protein sequences showed an average of 99.3% amino acid sequence identity among the different *F. columnare* isolates with lower amino acid sequence identity (~60%) among the other Gram-negative bacteria. After cloning and expressing the recombinant DnaK protein, Ni-NTA columns were used and provided a highly enriched rDnaK protein which migrated at the expected size (70 kDa). The added time allowed for an increase in protein synthesis between the 4 and 6 h intervals and benefited the overall yield during recombinant expression (Figure 1). The eluted rDnaK protein was later confirmed to be *Flavobacterium columnare* ATCC 49512 DnaK protein (AEW86253.1) through mass spectrometry analysis.

**Figure 1:**
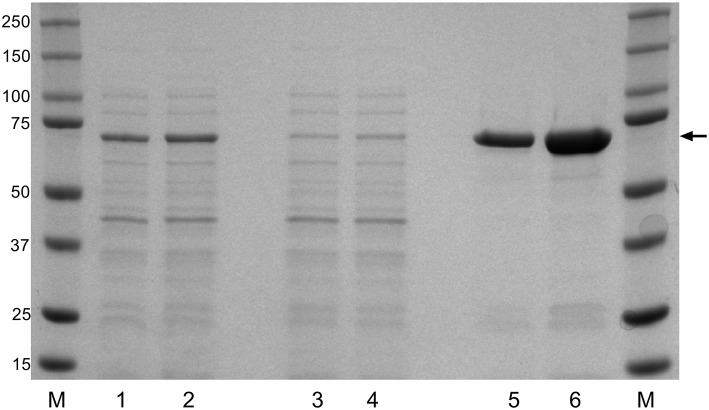
Recombinant expression of *F. columnare* DnaK protein (rDnaK). Coomassie stain of SDS gel of *E. coli* lysates (lanes 1 and 2); Ni-NTA column washes (lanes 3 and 4), and eluted protein fractions (lanes 5 and 6) after 4 or 6 h of IPTG stimulation, respectively. The arrow marks the 70 kDa band representing the approximate size of the eluted rDnaK protein. (M) The pre-stained Precision Plus marker (kDa) was used to estimate molecular mass.

### Efficacy of Immunization Strategies in Year 1

Six weeks post immunization a laboratory challenge was conducted on the non-immunized control, LV-DP and rDnaK immunized groups with *F. columnare* LV-359-01. Kaplan-Meier survival analysis showed that 6 days post challenge there was a significantly higher survival rate (*P* <0.05) between the two immunized groups when compared to the non-immunized control (Figure 2). There was no significant difference in survival between the immunized groups. The overall survival rate of the immunized groups was 64% while the non-immunized control was 32%. These results indicate that significant protection was achieved in both the LV-DP and rDnaK immunized groups.

**Figure 2:**
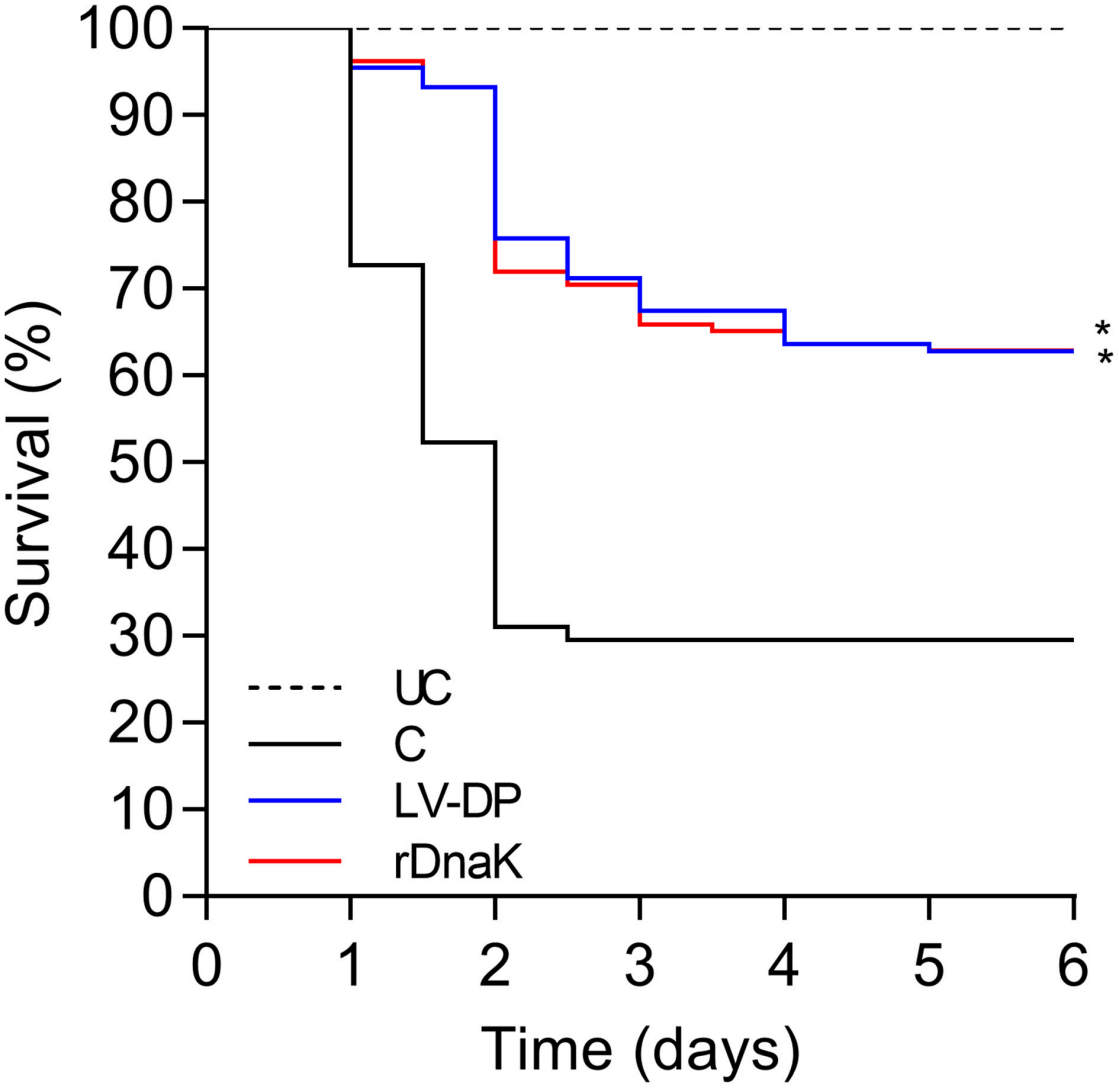
The impact of year-one immunization protocols on the protection of channel catfish against an *F. columnare* laboratory challenge. Kaplan-Meier survival curves of catfish challenged with isolate LV-359-01 over 6 days. The different groups are labeled as indicated in the figure. Data represent cumulative mortality across three replicate tanks per treatment containing 132 fish (*n* = 44/tank). Asterisk(s) denote a significant difference in survival when compared to the non-immunized control group; ^*^P < 0.05.

### Antibody Response to *F. columnare* Extracellular Proteins in Year 1

To evaluate the development of antibodies to the *F. columnare* ECP, the serum of non-immunized and immunized catfish collected at different time points was assessed using an indirect ELISA. The absorbance values showed that individual fish had generated varying amounts of serum IgM antibodies to *F. columnare* ECP (Figure 3A). At 2 weeks post immunization the non-immunized control had a mean absorbance value of 0.089 ± 0.01, the LV-DP and rDnaK immunized groups were 0.160 ± 0.06 and 0.145 ± 0.03, respectively. At 4 weeks the LV-DP and rDnaK immunized groups mean absorbance values remained higher than the 2-week control at 0.167 ± 0.07 and 0.115 ± 0.02. There were significantly higher absorbance values (*P* < 0.05) between the two immunized groups at week two and for the LV-DP group at week four. The LV-DP group also had significantly more serum IgM antibodies (*P* < 0.05) that bound to *F. columnare* ECP at week four when compared to the rDnaK group. Over the remaining weeks none of the catfish sampled from either of the two immunized groups generated little more ECP specific serum IgM antibodies than that detected in the non-immunized control. Overall the LV-DP-immunized catfish produced more ECP specific serum antibodies than the rDnaK-immunized fish (with more responsive individuals at weeks four and eight); however, there were no additional significant differences observed between the immunized groups.

**Figure 3:**
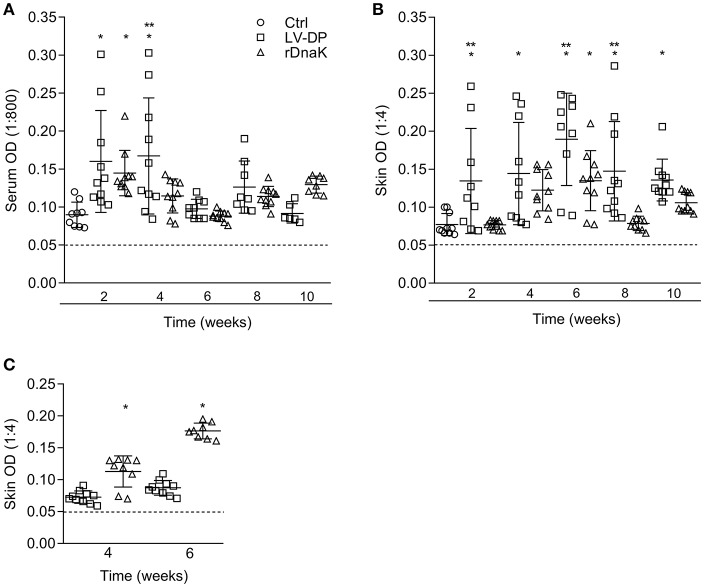
Evaluation of antibodies generated against *F. columnare* ECP and recombinant DnaK protein. The different groups are labeled as indicated in the figure. **(A)** The serum IgM antibody titer (1:800) is the reciprocal of the maximum dilution at which we could reliably detect binding of antibody to *F. columnare* ECP. **(B)** The skin IgM antibody titer (1:4) is the reciprocal of the maximum dilution at which we could reliably detect binding of antibody to *F. columnare* ECP. **(C)** The skin IgM antibody titer (1:4) is the reciprocal of the maximum dilution at which we could reliably detect binding of antibody to *F. columnare* rDnaK. The mean absorbance ± SD for each group is shown as a horizontal line. Asterisk(s) denote a significant difference, *P* <0.05. (^*^), indicates a significant difference when compared to the non-immunized control; (^**^), indicates a significant difference between immunized groups. The dashed line represents the mean background absorbance value observed using an isotype control.

Similarly, the humoral immune response of the mucosae was assessed by evaluating the amount of ECP specific IgM antibodies present among the *in vitro* cultured skin explant medium (Figure 3B). At 2 weeks, the non-immunized control had a mean absorbance value of 0.071 ± 0.01, while the LV-DP was 0.134 ± 0.06 and rDnaK was 0.076 ± 0.05. The LV-DP group generated a more significant skin IgM antibody response to ECP (*P* < 0.05) than that observed in the control group at weeks 2, 4, 6, 8, and 10. The rDnaK group also generated more significant skin IgM antibody response to ECP than did the non-immunized control at 6 weeks. Interestingly, the LV-DP group generated significantly more ECP specific mucosal IgM antibodies (*P* < 0.05) than did the rDnaK group at weeks 2, 6, and 8. These results indicate that the bath immunization protocols (LV-DP or rDnaK) stimulated different mucosal humoral immune responses, and overall there was a much more substantial immune response with the LV-DP group.

### Mucosal Antibody Response to Recombinant *F. columnare* DnaK in Year 1

To establish the level at which mucosal IgM antibodies were specifically generated to the *F. columnare* DnaK protein the skin explant tissue culture medium and an rDnaK specific indirect ELISA were used (Figure 3C). Four weeks post immunization the LV-DP immunized group had a mean absorbance of 0.072 ± 0.01 while the rDnaK immunized group was significantly higher at 0.113 ± 0.03 (*P* < 0.05). At 6 weeks LV-DP had generated slightly more rDnaK specific antibodies with a mean absorbance of 0.087 ± 0.01, while the rDnaK group remained significantly higher with a mean absorbance of 0.177 ± 0.01 (*P* < 0.05). These results indicate that both the LV-DP and rDnaK groups stimulated an *F. columnare* DnaK specific mucosal IgM antibody response albeit at much different levels.

### Efficacy of Immunization Strategies in Year 2

In the year two trials to test the efficacy of the recombinant *F. columnare* rDnaK protein vaccine there were two immunized groups (rDnaK and rDnaK + salt), the latter received a brief 4.5% NaCl dip prior to bath immunization. The results to the *F. columnare* laboratory challenge indicated there was a significantly higher survival rate (*P* < 0.05) among the immunized groups when compared to the non-immunized control (Figure 4). The overall survival rates of the immunized groups were 57% (rDnaK) and 68% (rDnaK + salt) and 31% survival among the non-immunized group. There was no significant difference in survival between the two rDnaK-immunized groups.

**Figure 4:**
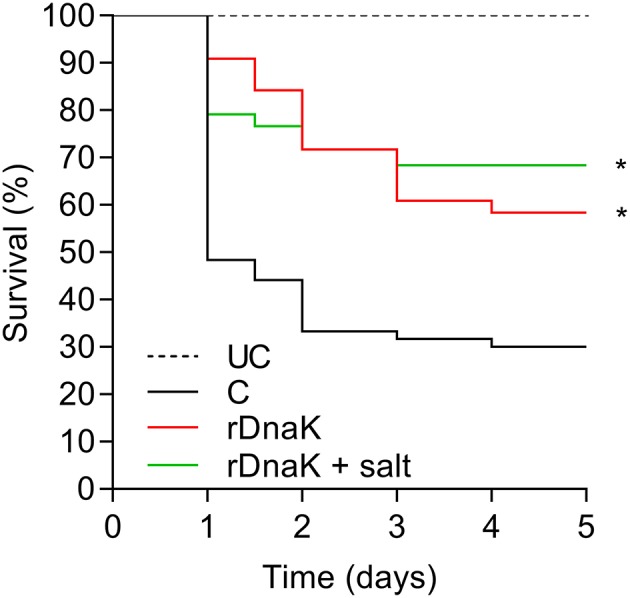
The impact of year-two immunization protocols on the protection of channel catfish against an *F. columnare* laboratory challenge. Kaplan-Meier survival curves of catfish challenged with isolate LV-359-01 over 5 days. The different groups are labeled as indicated in the figure. Data represent cumulative mortality across three replicate tanks per treatment containing 120 fish (*n* = 40/tank). Asterisk(s) denote a significant difference in survival when compared to the non-immunized control group; ^*^P < 0.05.

### Antibody Response to Recombinant *F. columnare* DnaK in Year 2

To evaluate the development of IgM antibodies to recombinant *F. columnare* DnaK protein, the serum of non-immunized and immunized fish was collected at different time points and evaluated using an rDnaK specific indirect ELISA (Figure 5A). At 2 weeks post immunization the non-immunized control had a mean absorbance value of 0.093 ± 0.01, the (rDnaK) and (rDnaK + salt) immunized groups were 0.057 ± 0.008 and 0.094 ± 0.01, respectively. Over the next several weeks none of the catfish sampled from either of the two immunized groups generated higher absorbance values than that detected in the non-immunized control indicating little to no serum antibodies were generated to the rDnaK protein.

**Figure 5:**
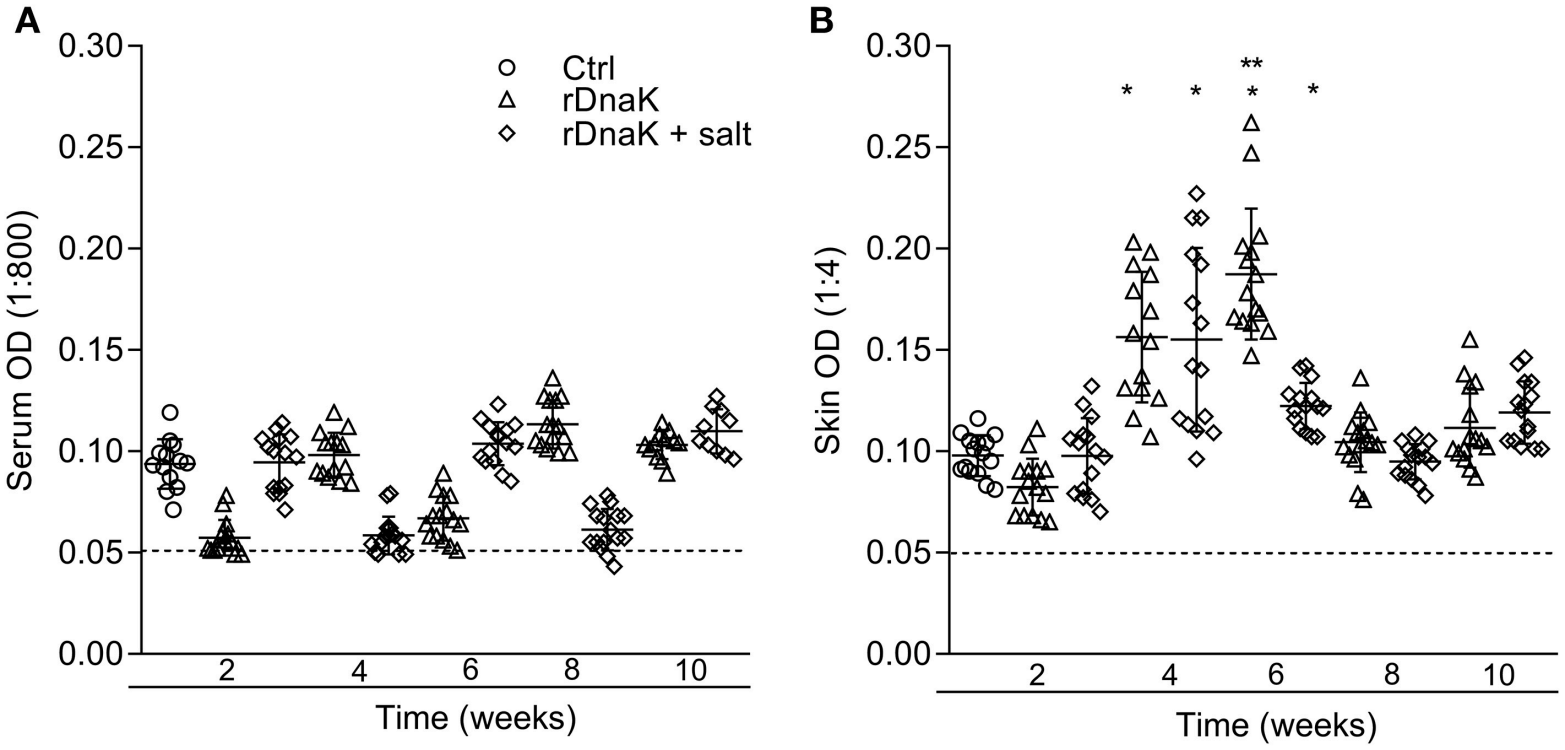
Evaluation of antibodies generated against *F. columnare* recombinant DnaK protein. The different groups are labeled as indicated in the figure. **(A)** The serum IgM antibody titer (1:800) is the reciprocal of the maximum dilution at which we could reliably detect binding of antibody to *F. columnare* rDnaK. **(B)** The skin IgM antibody titer (1:4) is the reciprocal of the maximum dilution at which we could reliably detect binding of antibody to *F. columnare* rDnaK. The mean absorbance ± SD for each group is shown as a horizontal line. Asterisk(s) denote a significant difference, *P* < 0.05. (^*^), indicates a significant difference when compared to the non-immunized control; (^**^), indicates a significant difference between immunized groups. The dashed line represents the mean background absorbance value observed using an isotype control.

To establish the level at which mucosal IgM antibodies were generated to rDnaK, skin explant tissue culture medium and an rDnaK specific indirect ELISA were used (Figure 5B). At 2 weeks post immunization the non-immunized control had a mean absorbance value of 0.097 ± 0.01, the rDnaK immunized groups were 0.082 ± 0.01 and 0.097 ± 0.01, respectively. The non-immunized control fish never developed rDnaK specific Abs in the skin at the later time points. Both rDnaK immunized groups later generated significantly more skin IgM antibodies to rDnaK (*P* < 0.05) than that observed in the non-immunized group at weeks four and six. The rDnaK group also generated significantly more *F. columnare* rDnaK antibodies (*P* < 0.05) than the (rDnaK + salt) group at 6 weeks. These results indicate both immunized groups stimulated *F. columnare* rDnaK specific mucosal IgM antibody responses.

### Differential Gene Expression and Gene Ontology of Skin Explants in Year 2

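RNA was taken from skin explants of 18 individual channel catfish and sequenced as 1 library per fish. The explants were pieces of skin kept in culture medium for 24 h before the RNA was preserved. The rDnaK fish had been held for 30 min in a bath of 200 μg/mL rDnaK and were sampled after 1 or 6 weeks, with 6 fish at each time. The 6 non-immunized control fish received a sham bath, and Tables S7 and S8 give their sampling time as week 1. The authors trimmed the reads with Trim_Galore, aligned them with Bowtie2 to the RefSeq transcripts of channel catfish and estimated the number of reads on each transcript with eXpress, which divides reads that fit more than 1 transcript between them. The deposited values are these effective counts, rounded to whole numbers and not normalized between libraries. The files list 46678 transcripts, of which 35256 had a count in at least 1 fish. Total counts per fish lay between 102378 and 223936 in the control group (median 186690), between 174158 and 259050 at week 1 (median 209420) and between 205697 and 345058 at week 6 (median 257166). At this depth most transcripts had too few counts to be tested, and edgeR's filterByExpr function kept 3444 transcripts. Counts of the kept transcripts were normalized by the TMM method, and the 3 groups were compared in a single edgeR quasi-likelihood model of all 18 fish. The biological coefficient of variation between fish of the same group was 0.569. A count of 3 in a library corresponded to between 10.8 and 34.2 CPM (library-size-scaled counts), which is taken as the smallest level the depth can show and covers counting error only. The 10 largest transcripts held between 7.30% and 11.9% of the counts of each fish. In the adjustment for multiple tests by the Benjamini-Hochberg method, an adjusted p under 0.05 together with a fold change over 1.5 in either direction was counted as different, as in the paper's cutoffs.

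**Figure D1:**
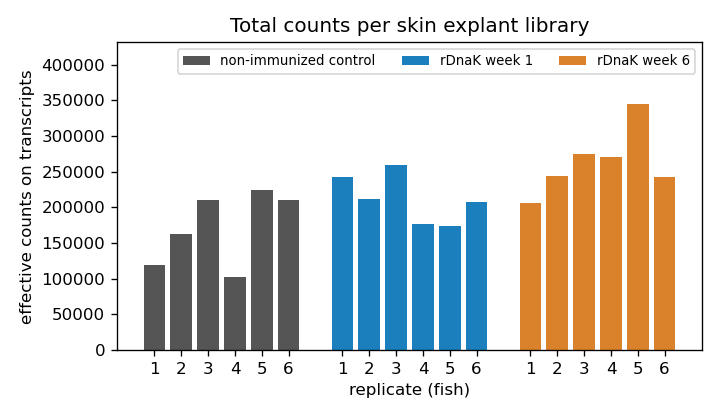
Total effective counts on all transcripts (vertical axis) of each of the 18 skin explant libraries, by group and replicate. Bars are single fish; the lowest, replicate 4 of the non-immunized control, has 102378 counts and the highest, replicate 5 of rDnaK week 6, has 345058.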

There was a total of six RNA sequence libraries prepared and sequenced from the skin of individual catfish from the non-immunized control and rDnaK groups (week one and six) for a total of 18 RNAseq libraries. Following the processing of the raw RNA sequencing data and alignment with the *I. punctatus* transcriptome, we conducted comparisons between the control and treatment groups at different time intervals to establish their gene expression profiles. In each case, the first biological state listed is the base (reference) level. 

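The replicate numbers of the deposited libraries run from 1 to 6 in each group, and the paper's text does not pair fish across groups. Profiles of same-numbered fish, as deviations from their group means, had a mean correlation across transcripts of -0.0453 between control and week 1, of -0.000624 between control and week 6 and of 0.137 between week 1 and week 6. The means over the 30 differently numbered pairs were 0.00939, 0.000777 and -0.0266 in the same order. Over all 720 orders of the replicate numbers, the exact permutation p (one-sided) for a higher mean correlation of same-numbered fish was 0.846, 0.479 and 0.0361 in the same order, and the smallest became 0.108 when multiplied by the 3 comparisons. With no pairing stated, the fish were treated as unpaired, and a model with a block for the replicate number gave 21 transcripts between week 1 and week 6 against 22 without it. The log2 fold changes of week 1 and week 6 against control had a Pearson correlation of 0.815 and a Spearman correlation of 0.745 across the 3444 transcripts, which are not independent replicates. Both sets of fold changes share the same control fish. When each comparison was given its own 3 control fish, the mean Pearson correlation over the 20 such fits was 0.530.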

Three comparisons of interest were made including: non-immunized control and rDnaK immunized group (week one), non-immunized control and rDnaK immunized group (week six), and rDnaK (week one) and rDnaK (week six). For each of the three comparisons we identified between 1.0 and 5.5% of the total genes identified among the different transcriptomes as being differentially expressed according to the following cutoff criteria (*P*-adj <0.05, Fold change >1.5). 

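Of the transcripts tested, 7.26% differed between control and week 1, 12.8% between control and week 6 and 0.639% between week 1 and week 6. These shares refer to transcripts rather than genes. The transcripts that differed belonged to at most 231, 409 and 21 distinct genes, respectively. A transcript matched to no gene was counted as its own gene. Without adjustment for multiple tests, p was under 0.05 for 920, 974 and 390 transcripts in the same order.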

There were 420 differentially expressed genes (DEGs) between the non-immunized control and rDnaK group 1-week post immunization that included 323 upregulated and 96 down regulated genes (Data Set 1). 

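In the edgeR fit, 250 transcripts differed between the non-immunized control and rDnaK week 1, with 195 rising and 55 falling. In 51 of them, every fish of one group had a higher CPM than every fish of the other, and in 3 of the 51 the lowest fish of the higher group lay under what at least 1 library of the other group could show at its depth. Among these, the largest rises were those of keratin, type I cytoskeletal 13-like (XM_017454449.1; log2 fold change 6.14, SE 1.30, adjusted p = 0.0149), cystathionine-beta-synthase (cbs; 3.71, SE 0.70, adjusted p = 0.00550) and zinc metalloproteinase-disintegrin-like crotastatin (3.68, SE 0.69, adjusted p = 0.00535). The keratin 13-like transcript is one of these 3. It had a single count among the 6 control fish and between 3 and 84 counts at week 1. Its lowest week 1 fish had 17.8 CPM, while the control libraries could show between 15.4 and 34.2 CPM, so a full separation of the groups is not resolved for it at this depth. The largest falls were those of drg1 (-2.33, SE 0.58, adjusted p = 0.0184), nmt2 (-2.01, SE 0.56, adjusted p = 0.0328) and uck2 (-1.97, SE 0.49, adjusted p = 0.0210). When single fish were left out, the highest adjusted p was 0.0702, 0.0763 and 0.0554 for these falls. For the rises of keratin 13-like, cbs and crotastatin it was 0.0502, 0.0349 and 0.0340. With the other methods set before the data were examined and applied to whole groups, the number lay between 41, with a test against a fold change of 1.5, and 580, without the low-count filter. With each fish left out in turn, the number ranged from 27 without replicate 2 of the control to 497 without replicate 4 of the control.

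**Figure D2:**
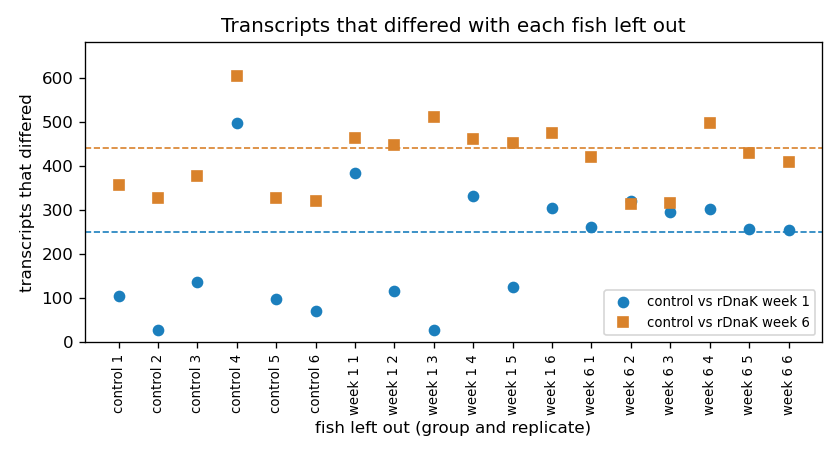
Number of transcripts that differed from control (vertical axis) at rDnaK week 1 (circles) and week 6 (squares) when the fish named on the horizontal axis was left out. Dashed lines are the numbers with all 18 fish, 250 and 440; leaving out replicate 4 of the control gave the highest numbers, 497 and 604.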

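Between the non-immunized control and rDnaK week 6, 440 transcripts differed, of which 307 rose and 133 fell. The 6 control fish and the 6 week 6 fish did not overlap in CPM for 126 of them, of which 3 are not resolved at this depth, since the lowest fish of the higher group lay under what at least 1 of the other group's libraries could show. The largest rises among those were those of XM_017466591.1, for which neither the gene table nor the supplementary lists give a name (log2 fold change 7.95, SE 1.81, adjusted p = 0.00896), of fatty acid-binding protein, brain-like (7.38, SE 1.52, adjusted p = 0.00431) and of keratin, type I cytoskeletal 13-like (6.95, SE 1.18, adjusted p = 0.00169). XM_017466591.1 had 0 counts in all 6 control fish and between 23 and 59 counts in the week 6 fish. The largest falls were those of gpr160 (-2.88, SE 0.64, adjusted p = 0.00467), slc16a10 (-2.59, SE 0.75, adjusted p = 0.0204) and lix1l (-2.56, SE 0.63, adjusted p = 0.00942). With DESeq2 in place of edgeR, the fall of slc16a10 did not pass the cutoff (adjusted p = 0.0814). All 165 transcripts that differed from control at both weeks changed in the same direction at both. The control fish were sampled at week 1, so their comparison with week 6 also includes any change with age and time in the tanks.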

There were 579 DEGs between the non-immunized control and the rDnaK group (week six), including 472 upregulated and 106 downregulated genes (Data Set 2). 

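Between rDnaK week 1 and rDnaK week 6, 22 transcripts differed, 3 of them higher and 19 of them lower at week 6. The transcripts with the largest rises and no overlap between the groups were hemoglobin subunit alpha-like (XM_017454431.1; log2 fold change 2.77, SE 0.59, adjusted p = 0.0203), smox (2.60, SE 0.51, adjusted p = 0.00700) and protein-glutamine gamma-glutamyltransferase K-like (2.28, SE 0.42, adjusted p = 0.00700). Summed over the transcripts of its gene, smox did not pass the cutoff (1.47, adjusted p = 0.196). Those with the largest falls were mmp2 (-2.17, SE 0.35, adjusted p = 0.00300), decorin (dcn; -1.78, SE 0.27, adjusted p = 0.00243) and clusterin (clu; -1.78, SE 0.29, adjusted p = 0.00300).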

There were 52 DEGs identified between the rDnaK groups (week one and six) with 17 upregulated and 35 down regulated genes (Data Set 3).

Gene ontology analyses were performed on the DEGs from each comparison to determine functional enrichment. Among the non-immunized control and rDnaK groups at 1-week post immunization, there were 157 over-represented GO groups: 123 BP, 28 MF, and 6 CC categories. The top five most significant GO names identified in each category are represented by processes such as carbohydrate biosynthesis (GO: 0016051), oxireductase activity (GO: 0016491) and intermediate filament (GO: 0005882) (Table S2). 

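The annotation of the whole transcriptome that these tests used was not analysed here, so the enrichment itself was not recomputed. The transcripts that the paper's supplementary lists place in each group were instead looked up in the edgeR fit. They were listed for differing in these same libraries, so their directions and pass rates do not test the enrichment. Of 16 transcripts listed under carbohydrate biosynthetic process, 12 had enough counts to be tested, all 12 were higher at week 1 and 10 passed the cutoffs, with a median log2 fold change of 2.16. The 26 listed under oxidoreductase activity included 22 that could be tested, of which 15 passed the cutoffs, 13 of them rising. Under intermediate filament, 8 of the 9 tested transcripts rose past the cutoffs and their median log2 fold change was 2.91. The lists give transcripts, and several can belong to 1 gene. The 16 carbohydrate transcripts came from 12 genes and the 26 oxidoreductase transcripts from at most 21, with unmatched transcripts counted as their own genes.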

The same analysis was conducted between the non-immunized control and the rDnaK group (week 6) resulting in 180 over-represented GO groups: 143 BP, 28 MF, and 9 CC categories (Table S3). 

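At week 6, 14 transcripts were listed by the paper under ATP generation from ADP, from at most 13 genes. Of the 13 tested, 12 were higher than in the control, and 9 rose past the cutoffs, with a median log2 fold change of 1.98. The other was fructose-1,6-bisphosphatase isozyme 2-like (XM_017451790.1), which fell past the cutoffs (log2 fold change -2.19, SE 0.41, adjusted p = 0.00233). Under endopeptidase inhibitor activity, 15 of the 17 listed transcripts could be tested, all 15 were higher at week 6 and 10 passed the cutoffs. Their median log2 fold change was 2.12. Under intermediate filament, 11 of the 14 listed transcripts could be tested and all 11 passed the cutoffs, 10 of them rising. The exception was keratin, type I cytoskeletal 18-like (XM_017480513.1), which fell (log2 fold change -1.36, SE 0.25, adjusted p = 0.00188). The median of the 11 was 3.58. As at week 1, the listed transcripts had been picked for differing in these same libraries, so their directions are not independent support.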

The top five most significant GO names identified in each category are represented by processes such as ATP generation (GO: 0006757), endopeptidase inhibitor activity (GO: 0004866), and intermediate filament (GO: 0005882). 

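Compared between the immunized groups, none of the 6 desmosome, 13 ATP generation and 15 endopeptidase inhibitor transcripts that the paper lists for week 6 and that could be tested passed the cutoffs. Of the 11 intermediate filament transcripts, 1 did, and it was lower at week 6. Their median log2 fold changes from week 1 to week 6 were 0.42 for desmosome, -0.06 for ATP generation, 0.62 for endopeptidase inhibitor activity and 0.67 for intermediate filament. Although none of the endopeptidase inhibitor transcripts passed the cutoffs, all 15 had a positive log2 fold change. They were listed for differing at week 6 in these same fish, which by itself favours higher values at week 6. The 9 tested transcripts listed for week 1, which overlap with them, also all had a positive value, with a median of 0.57.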

There were no significantly represented GO groups identified among the DEGs of the rDnaK groups (week one and six).

### Identification of Genes Associated With Immune Function in Skin Explants

To evaluate the DEGs that may be involved with skin immune function a GO distribution level 2 analysis was conducted with the top 20 GO terms represented by the non-immunized control and rDnaK group at week one (Figure S1). Through this analysis we identified 17 DEGs associated with the GO term immune system process (GO: 0002376) (Table S4). 

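Table S4 lists 20 transcripts, which the paper picked as differing in these same libraries. In the edgeR fit 15 of them had enough counts to be tested, all 15 changed in the direction the table gives, and 9 passed the cutoffs. With DESeq2 on the same 18 fish, 11 of these 15 passed, and so did 4 transcripts that were below the edgeR filter. The median over the 20 transcripts of the mean count per fish was 34.4. The transcripts that fell past the cutoffs were Myc-B-like (log2 fold change -1.56, SE 0.37, adjusted p = 0.0177) and toll-like receptor 1 (-1.12, SE 0.33, adjusted p = 0.0395). The strongest rise in the table, that of regakine-1-like, was removed by the low-count filter. Without the filter its log2 fold change was 5.32 (adjusted p = 1.50e-06). DESeq2 gave it a larger adjusted p of 0.00258.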

Further testing for the representation of enzymes in KEGG pathways identified three genes involved in T-cell differentiation and receptor signaling pathways (maps 04658 and 04660). 

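The transcripts behind the week 1 terms in the paper's gene set enrichment lists were few. Under myeloid leukocyte activation the lists give 2 transcripts, protein NDRG1-like (XM_017454757.1; log2 fold change 2.21, SE 0.50, adjusted p = 0.0165) and XM_017454758.1 (2.57, SE 0.51, adjusted p = 0.0104). XM_017454758.1 was matched to no gene, so whether the 2 come from different genes is not known. The 4 transcripts under immune effector process all rose, with a median log2 fold change of 1.85, and 1 of them passed the cutoffs.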

The GSEA also identified GO terms associated with myeloid leukocyte activation (GO: 0002274) and immune effector process (GO: 00052252).

The same evaluations were then conducted between the non-immunized control and the rDnaK group at week six (Figure S2). 

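Table S5 has 31 entries for 30 transcripts, since protein-tyrosine kinase 2-beta-like (XM_017476519.1) appears more than once. Like those of Table S4, these transcripts were picked as differing in these same libraries. Of these, 23 could be tested at week 6, all 23 changed in the direction given and 15 passed the cutoffs. With DESeq2, 13 of the 23 passed, as did 5 of the transcripts below the edgeR filter. The median over the 30 transcripts of the mean count per fish was 18.6. Mx2-like (XM_017457388.1) rose with a log2 fold change of 3.60 (SE 1.00, adjusted p = 0.0170), whereas the other Mx2-like transcript in the table (XM_017457386.1) did not pass the cutoff (1.60, SE 0.93, adjusted p = 0.271). H-2 class II histocompatibility antigen, I-E beta chain-like was removed by the filter, and without it had a log2 fold change of 3.79 (adjusted p = 0.000777). DESeq2 gave it a larger adjusted p of 0.0226.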

The DEGs identified 23 genes associated with immune system processes (GO: 0002376) at GO level 2, and seven genes involved in T-cell differentiation and receptor signaling pathways (maps 04658 and 04660) through KEGG analysis (Table S5). 

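At week 6, protein NDRG1-like had a log2 fold change of 1.90 (SE 0.50, adjusted p = 0.0141) and XM_017454758.1, the other transcript listed under myeloid leukocyte activation, one of 2.31 (SE 0.51, adjusted p = 0.00588). Transient receptor potential cation channel subfamily M member 4-like rose with a log2 fold change of 2.62 (SE 0.62, adjusted p = 0.00689) and is listed under both regulation of immune effector process and leukocyte mediated immunity. Both transcripts listed under leukocyte mediated immunity passed the cutoffs, as did all 3 listed under cell chemotaxis. Of the 2 transcripts listed under regulation of immune effector process, 1 passed.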

GSEA identified additional GO terms involved with immunity, including myeloid leukocyte activation (GO: 0002274), regulation of immune effector process (GO: 0002697), cell chemotaxis (GO: 0060326) and leukocyte mediated immunity (GO: 0002443).

### Validation of RNA Sequencing

Reverse transcription qPCR was conducted on skin explant RNA samples submitted for library preparation and sequencing. We chose four genes that were both up- and down-regulated among the rDnaK immunized group at different time points for validation of our RNA sequencing analysis (Table S6). In all qPCR experiments, average 18S Ct values were within <1 Ct unit of each other among the different RNA samples (Table S7). All qPCR data was statistically significant and correlated to the RNA sequencing data (Table S8).

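The RNA sequencing side of these comparisons was recomputed for the transcripts that Table S8 names, and the qPCR itself was not analysed here. Keratin, type I cytoskeletal 50 kDa-like (XM_017454447.1) rose with a log2 fold change of 6.05 at week 1 (SE 0.98, adjusted p = 0.00336) and of 6.68 at week 6 (SE 0.98, adjusted p = 0.000258). E3 ubiquitin-protein ligase RNF182-like (XM_017473267.1) rose by 3.14 at week 1 (SE 0.88, adjusted p = 0.0348) and by 3.19 at week 6 (SE 0.88, adjusted p = 0.0201) on the log2 scale. Its adjusted p reached 0.124 at week 1 and 0.0625 at week 6 when single fish were left out. Its counts were spread widely, from 30 to 597 per fish at week 1 and from 22 to 533 at week 6. Aflatoxin B1 aldehyde reductase member 4-like (XM_017450965.1) had a log2 fold change of -1.85 at week 1 (SE 0.40, adjusted p = 0.0147), and 4 of the 6 week 1 fish were below every control fish. Its adjusted p reached 0.0504 when single fish were left out. The sepn1 transcript (XM_017475750.1) was below the filter, with between 4 and 21 counts in the control fish and between 1 and 5 at week 6. Without the filter, its log2 fold change at week 6 was -2.53 (adjusted p = 0.0158). As Table S8 assigns them, the paper's fold changes by qPCR are 29.9 and 16.3 for the keratin and 11.9 and 33.1 for RNF182-like. They are -1.8 for the aflatoxin reductase and -1.5 for sepn1.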

## Discussion

Columnaris disease continues to be a significant issue among the different production systems of warmwater finfish. *F. columnare* infections principally begin as biofilms on the different mucosal surfaces causing significant damage to the gills and skin (52–54). To avert disease and reduce losses the current study sought to evaluate the potential of the recombinant *F. columnare* DnaK protein to activate a mucosal IgM antibody response in channel catfish and assess the level of protection which could be generated during an *F. columnare* challenge. We were also interested in a time-course assessment of a mucosal tissue to determine potential functional mechanisms involved in this protective immunity.

The use of recombinant protein technology to develop new vaccines is not a new concept and is widely being examined for use in both human and animal health (55–58). Our rationale for choosing this protein was due to a previous study in which DnaK was shown to be the dominant immunogen in the *F. columnare* ECP. The *F. columnare* chaperone protein DnaK was recombinantly expressed, purified and used as a soluble antigen in a bath immersion vaccine. We and others have demonstrated that fish can generate IgM antibodies that are immune-reactive to DnaK proteins found among different Gram-negative bacteria (26, 59). DnaK proteins have also been demonstrated to be highly immunogenic (29, 31, 60). An alignment of DnaK protein sequences among different *F. columnare* genomes indicated a high percentage of amino acid similarity, which led us to hypothesize that the rDnaK protein may induce cross protection between different *F. columnare* isolates.

One of the most important parameters evaluated during vaccine efficacy studies is the ability for the immunogen(s) to confer immune protection against the known pathogen. Previous work in rainbow trout indicated that *F. psychrophilum* heat shock proteins (similar to DnaK chaperone protein) were highly immunogenic but not protective against bacterial cold-water disease (59, 61). The opposite was observed in the current study where 2 years of rDnaK vaccine trials demonstrated that significant protection is achieved after bath immunization. From year-to-year and among the different immunization strategies, we observed very similar increases in survival (~30%). More importantly in year one we demonstrated that the rDnaK protein can confer protection at a similar rate to live-attenuated bacterial cells and ECP. These results suggest that rDnaK may be a valuable vaccine candidate in providing protection against columnaris disease. We are also confident that the rDnaK immunogen can be further optimized using improved vaccination strategies. Unlike other vaccine trials in fish, the immunization strategies used in this study were performed independent of any conventional adjuvants (62–64). In year two, the use of hyperosmotic induction prior to bath immunization increased overall survival and has been shown by others to have a positive effect on soluble antigen uptake and mucosal antibody production (65). The use of a commercial mucosal adjuvant in tandem with an osmotic shock pre-treatment could prove to be a valued bath immersion vaccine strategy (66, 67).

To evaluate the adaptive immune response, IgM antibodies produced at different time intervals were assessed using a rDnaK-specific ELISA. Similar to what we and others have observed, the use of a soluble antigen to stimulate the external mucosae has generated mucosal IgM antibodies (20, 22, 68). During both vaccine trials rDnaK-specific antibodies were most abundant in the skin during weeks four and six, however all rDnaK-specific antibodies fell to baseline levels by weeks 8 and 10 in the skin of both immunized groups. The overall result is consistent with what we have previously observed (22). Among the later time points it is possible that the limits of detection for the rDnaK-specific ELISA have been reached. As this assay relies on mucosal antibody secretion into the tissue culture medium, a minimum number of antibody-secreting cells would likely need to be present. Perhaps for long term analysis another assay should be performed. In fact others have established through the use of an ELISPOT assay that antibody-secreting cells could be enumerated from lymphocytes isolated from the skin (69). This work showed that the number of antibody-secreting cells remained elevated in the skin for up to 17 weeks after immunization. In later studies, the same group would demonstrate that despite the loss of circulating mucosal antibodies; antibody-secreting cells that were present in the skin were activated after a significant amount of time and that immune protection was retained (70). Perhaps IgM memory B cells are generated during the bath immunization with rDnaK protein. Clearly the amount of antigen(s), the duration of exposure and antigen complexity will govern the magnitude of antibody responses to individual proteins. Additional testing will need to be performed to determine the longevity of protection among the rDnaK-immunized groups (71).

Analyzing gene expression in the skin of the non-immunized and immunized groups at different time points, we were able to identify DEGs and characterize functionally enriched processes associated with different biosynthetic and transport pathways. 

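Of the transcripts listed under intermediate filament, the one with the smallest adjusted p at both weeks, keratin, type I cytoskeletal 50 kDa-like (XM_017454447.1), had a mean of 23.9 ± 29.1 CPM (SD, n = 6) in the control, 1318 ± 1689 CPM (SD, n = 6) at week 1 and 2042 ± 633 CPM (SD, n = 6) at week 6. All 6 week 6 fish were above every control fish (two-sided exact permutation test, p = 0.0022, the smallest that 6 fish against 6 allow), while 3 of the 6 week 1 fish were (exact permutation test, p = 0.0130). The week 1 fish were spread from 5 to 850 counts. With each fish left out in turn, its log2 fold change stayed between 5.16 and 6.75 at week 1 and between 6.38 and 7.38 at week 6. Its difference between week 1 and week 6 did not pass the cutoff (log2 fold change 0.63, SE 0.62, adjusted p = 0.758). The transcripts listed under desmosome came from 2 genes at week 1 and from 3 at week 6. They were plakophilin 1 (pkp1), with log2 fold changes of 2.33 (SE 0.65, adjusted p = 0.0298) and 2.80 (SE 0.61, adjusted p = 0.00431), and transcripts of plakophilin 3, with values of 2.96 (SE 0.72, adjusted p = 0.0177) and 3.33 (SE 0.69, adjusted p = 0.00297) for XM_017485671.1. For XM_017485670.1 they were 2.35 (SE 0.73, adjusted p = 0.0462) and 2.65 (SE 0.70, adjusted p = 0.0120). For XM_017485669.1 they were 2.15 (SE 0.71, adjusted p = 0.0559), which did not pass the cutoff, and 2.35 (SE 0.68, adjusted p = 0.0210). At week 6 they also included junction plakoglobin, of whose transcripts XM_017477664.1 rose by 3.07 (SE 0.76, adjusted p = 0.00971) and XM_017477663.1 did not pass the cutoff (0.80, SE 0.39, adjusted p = 0.180). From these groups among its DEGs, the paper proposes that mechanisms regulating skin integrity and cell infiltration are activated beside immune genes during a mucosal immune response.

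**Figure D3:**
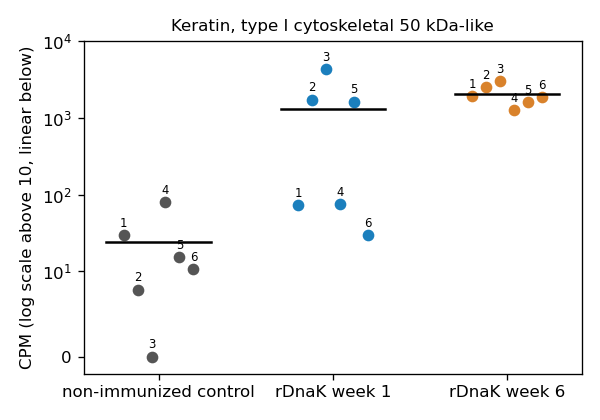
Normalized CPM of keratin, type I cytoskeletal 50 kDa-like (XM_017454447.1) in each fish, on an axis that is logarithmic above 10 and linear below, with replicate numbers beside the points and the group mean as a line. All 6 week 6 fish lie above all 6 control fish, with at least 279 counts each, and the week 1 fish lie between 5 and 850 counts.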

The most interesting observation was among the cellular component groups of the rDnaK skin (weeks one and six) which showed an overrepresentation of intermediate filament, intermediate filament cytoskeleton and desmosome (GO groups). The desmosomes are characterized as adhesive intercellular junctions which facilitate skin integrity between individual cells (72). The fish skin is the host's primary barrier to infection and is the frontline defense against infection (73). The integument is vital in its capacity to maintain both structure and regulate the mucosal environment from both friend and foe (74). Li et al. characterized the up- and downregulation of different genes in catfish skin associated with junctional/adhesion groups after an *Aeromonas hydrophila* infection (75). Perhaps during an active mucosal immune response in the skin, the mechanisms which regulate skin integrity and cell infiltration are activated in addition to immune-related genes to ensure that homeostasis is maintained (76).

We also identified candidate genes associated with immune function, and while we don't necessarily have a complete picture of what is occurring in the immunized skin we can make some general observations from our findings. There were molecular processes associated both with immune effector function and regulation of immune effector (rDnaK week one and six) which identified the CD59 glycoprotein-like and matrix metalloproteinase 9 genes, each of which could have a role in innate immune function (77, 78). 

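CD59 glycoprotein-like (XM_017496387.1) rose at week 1, from 127 ± 76.0 CPM (SD, n = 6) in the control to 482 ± 330 CPM (SD, n = 6), a log2 fold change of 1.94 (SE 0.48, adjusted p = 0.0210). Its adjusted p reached 0.0647 when single fish were left out. At week 6 it was not different from the control (log2 fold change 0.27, SE 0.50, adjusted p = 0.770). The fall from week 1 to week 6 did not pass the cutoff either (-1.66, SE 0.45, adjusted p = 0.0788). The mmp9 transcript (XM_017466807.1) had log2 fold changes of 1.54 at week 1 (SE 0.56, adjusted p = 0.0835) and 1.66 at week 6 (SE 0.56, adjusted p = 0.0506), neither past the cutoff. Without the low-count filter both passed, with 1.77 (adjusted p = 7.39e-09) and 1.94 (adjusted p = 3.57e-11). The mmp9 transcript was itself above the filter, so these fits differ only in the other transcripts they include. With DESeq2 neither passed (adjusted p = 0.100 and 0.0672), and two-sided exact permutation tests gave p = 0.0303 and 0.0108. In the control, replicate 4 had 365 counts of mmp9 and the other fish between 15 and 112.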

There were also processes characterized as cell chemotaxis (week six) which identified sphingosine 1-phopshate receptor 4 like, ras-related C3 botulinum toxin substrate 2 and CxC motif chemokine 2-like genes underlying this functional group. 

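The log2 fold changes at week 6 were 2.95 for sphingosine 1-phosphate receptor 4-like (XM_017477863.1; SE 0.44, adjusted p = 0.000347), 2.42 for ras-related C3 botulinum toxin substrate 2 (XM_017488115.1; SE 0.63, adjusted p = 0.0132) and 6.88 for C-X-C motif chemokine 2-like (XM_017461117.1; SE 1.59, adjusted p = 0.00881). The chemokine transcript had 0 counts in all 6 control fish, in which the depth could show between 15.4 and 34.2 CPM, and between 3 and 33 counts in the week 6 fish. The lowest week 6 fish had 13.8 CPM, below what the control libraries could show, so a full separation of the groups is not resolved at this depth. All 6 week 6 fish were above every control fish for the receptor, and 3 of them were for ras-related C3 botulinum toxin substrate 2.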

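At week 1, sphingosine 1-phosphate receptor 4-like had a log2 fold change of 2.04 against control (SE 0.46, adjusted p = 0.0165), and 5 of the 6 week 1 fish were above every control fish. Its adjusted p reached 0.0552 when single fish were left out. For ras-related C3 botulinum toxin substrate 2, the week 1 value was 1.76 (SE 0.67, adjusted p = 0.0970), which did not pass the cutoff. It had 13 counts in replicate 4 of the control, between 0 and 6 in the other control fish and between 8 and 25 at week 1. With replicate 4 of the control left out, its log2 fold change was 2.77. C-X-C motif chemokine 2-like was counted in 3 of the 6 week 1 fish (log2 fold change 5.30, SE 2.02, adjusted p = 0.104). From week 1 to week 6 none of these transcripts passed the cutoff, and the lowest adjusted p was 0.256.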

Interestingly the cell chemotaxis GO term wasn't enriched at week one, however the sphingosine 1-phopshate receptor 4 like, ras-related C3 botulinum toxin substrate 2 genes were also upregulated. The sphingosine phosphate family of receptors has been implicated in both B and T cell migration in mammals (79, 80).

Lastly, it is evident that B cells were activated and differentiated into rDnaK-specific antibody secreting cells in the skin during the 4 to 6-week interval. 

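Tyrosine-protein kinase Lck-like (XM_017476623.1) had a mean of 164 ± 161 CPM (SD, n = 6) in the control, 751 ± 446 CPM (SD, n = 6) at week 1 and 1446 ± 298 CPM (SD, n = 6) at week 6. Its log2 fold change was 2.31 at week 1 (SE 0.49, adjusted p = 0.0131) and 3.26 at week 6 (SE 0.49, adjusted p = 0.000443). It passed the cutoffs at both weeks whichever fish was left out, with adjusted p at most 0.0492 at week 1 and 0.00202 at week 6. Tyrosine-protein phosphatase non-receptor type 3-like (XM_017453178.1) did not pass at week 6 (log2 fold change 0.83, SE 0.53, adjusted p = 0.317). The other transcripts of this group were below the filter and could be fitted only without it. The ptpn13 transcript (XM_017492308.1) then had a log2 fold change of 2.56 at week 1 (adjusted p = 0.0499) from 8 counts in the control fish together and 58 at week 1. For dusp14 (XM_017490121.1) the value was 3.96 at week 1 (adjusted p = 0.00768) from 2 and 44 counts, and for 14 kDa phosphohistidine phosphatase-like (XM_017455376.1) it was 3.48 at week 6 (adjusted p = 0.00418) from 4 and 68 counts. In DESeq2 the ptpn13 transcript did not pass (adjusted p = 0.193), while dusp14 (adjusted p = 0.0273) and 14 kDa phosphohistidine phosphatase-like (adjusted p = 0.0197) did.

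**Figure D4:**
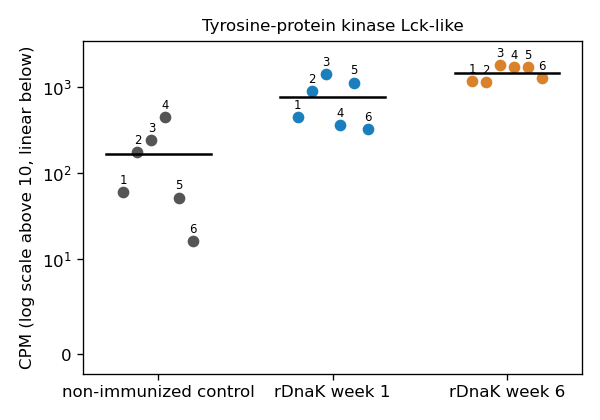
Normalized CPM of tyrosine-protein kinase Lck-like (XM_017476623.1) in each fish, on an axis that is logarithmic above 10 and linear below, with replicate numbers beside the points and the group mean as a line. All 6 week 6 fish, with 198 to 466 counts, lie above every control fish, and 3 of the 6 week 1 fish do.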

A few genes associated with T cell signaling and differentiation (tyrosine-protein kinase Lck-like, protein tyrosine phosphatase, non-receptor type 13, dual specificity phosphatase 14, tyrosine-protein phosphatase non-receptor type 3-like, and 14 kDa phosphohistidine phosphatase-like) were identified in one or both time points and could signify the coordination of T cells in the skin during an adaptive immune response. In general, there is limited information on the fish mucosal T cell response, although different subsets of T cells are likely present in these tissues (66, 81).

The fundamental role of developing a skin cell-mediated immune response and its contribution to overall immune protection against different fish pathogens will need to be further explored. We will continue to investigate the adaptive immune response in fish using conventional immunological assays as well as using genomics technologies to determine optimal conditions for long lasting immunization procedures.

## Ethics Statement

Animal care and experimental protocols were approved by the Stuttgart National Aquaculture Research Center Institutional Animal Care and Use Committee and conformed to USDA Agricultural Research Service Policies and Procedures 130.4 and 635.1.

## Author Contributions

ML and JA designed the experiments, analyzed the data, and prepared the figures, and drafted the manuscript. ML and BF performed vaccination and challenge studies. JA prepared RNA sequencing libraries and performed the related bioinformatics. All authors contributed to the final manuscript.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Evaluation of a Recombinant Flavobacterium columnare DnaK Protein Vaccine as a Means of Protection Against Columnaris Disease in Channel Catfish (Ictalurus punctatus)
**Source:** Front Immunol. 2019 Jun 6;10:1175. doi: 10.3389/fimmu.2019.01175
**Supplement:** Supplementary file 4

***Supplementary Material***

**Evaluation of a recombinant *Flavobacterium columnare* DnaK protein vaccine as a means of protection against columnaris disease in channel catfish (*Ictalurus punctatus*)**

**Miles D. Lange, Jason Abernathy and Bradley D. Farmer**

1. Supplementary Data

Data Set 1. 

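Data Set 1 has 419 entries for 418 transcripts, of which 322 rise and 96 fall. The 3444 transcripts tested include 305 of them. All 305 changed in the listed direction, 184 passed the cutoffs in the edgeR fit and 195 with DESeq2 on all 18 fish. The Data Sets were made from these same libraries, so a shared direction is not independent support. Over all 418 listed transcripts, 255 passed with DESeq2, which also tests transcripts below the edgeR filter. A further DESeq2 fit, chosen after seeing the values, took the 2 groups compared without replicate 4 of the control. In it, 411 of the 418 passed. Across these 305 transcripts, which are not independent replicates, the listed and the fitted log2 fold changes had a Pearson correlation of 0.977. In 36 of the 418 transcripts a single fish held more counts than all other fish together.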

Gene Expression Between Non-Immunized Control and rDnaK Week 1 Skin Explant Samples.

Data Set 2. Gene Expression Between Non-Immunized Control and rDnaK Week 6 Skin Explant Samples.

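Data Set 2 lists 578 transcripts, 472 rising and 106 falling. Of these, 395 were tested, all 395 in the listed direction, and 304 passed the cutoffs. With DESeq2, 274 of the 395 passed, and 391 of all 578. Fitted to the 2 groups compared without replicate 4 of the control, chosen after seeing the values, DESeq2 called 573 of the 578. The median over the listed transcripts of the mean count per fish was 15.8. The correlation across the 395 transcripts with the listed log2 fold changes was 0.971.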

Data Set 3. 

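Data Set 3 lists 52 transcripts, 17 higher and 35 lower at week 6. The edgeR fit tested 44, and 20 passed the cutoffs. With DESeq2, 34 of these 44 passed, and 40 of all 52. Fitted to the 2 groups compared, a setting chosen after seeing the values, DESeq2 called all 52. The Pearson correlation with the listed log2 fold changes was 0.9998 across the 44 transcripts. In 29 of the 52, every fish of one week had a higher CPM than every fish of the other.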

Gene Expression Between rDnaK Week 1 and rDnaK Week 6 Skin Explant Samples.

1. Supplementary Figures and Tables

Figures S1 and S2

Tables S1-S8

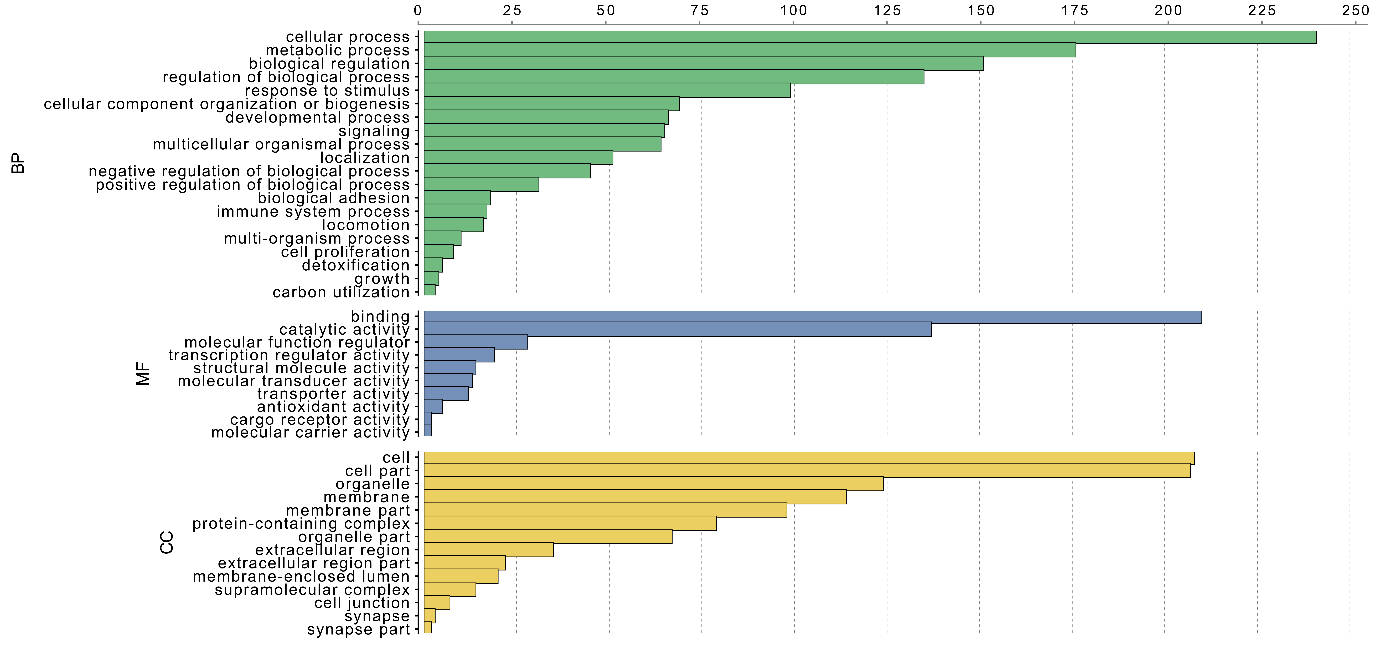

Figure S1. GO Distribution for Level 2 Between Non-immunized Control Week 1 and rDnaK Week1 Skin Explant Samples. BP: Biological Process, MF: Molecular Function, CC: Cellular Component. The x-axis indicates the number of sequences identified in each GO term.

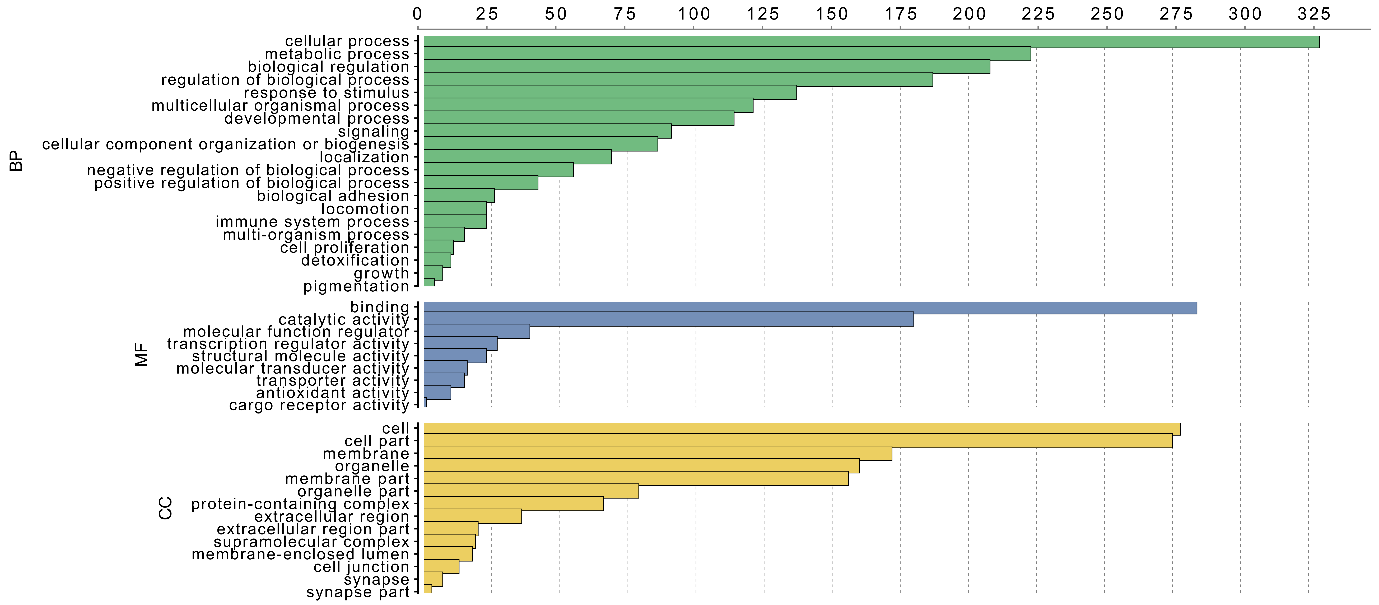

Figure S2. GO Distribution Level 2 Between Non-immunized Control Week 1 and rDnaK Week 6 Skin Explant Samples. BP: Biological Process, MF: Molecular Function, CC: Cellular Component. The x-axis indicates the number of sequences identified in each GO term.

Table S1. Comparison of DnaK amino acid sequences from *Flavobacterium columnare* isolates and other Gram-negative bacteria.

| Bacterial Isolates | Protein  Accession  Number^a^ | Amino Acid Identity (%) to AEW86253^b^ |
| --- | --- | --- |
| *Flavobacterium columnare* Pf1  *Flavobacterium columnare* 1691  *Flavobacterium columnare*  C#2  *Flavobacterium columnare* 94-081  *Flavobacterium johnsoniae* UW 101  *Flavobacterium psychrophilum* JIP02/86  *Borrelia burgdorferi* B31  *Chlamydia trachomatis*  *Pseudomonas aeruginosa* PAO1  *Aeromonas hydrophila* | ANO48542  APT23406  AND65310  AMA48564  A5FGL1  A6GXZ1  NP_212652  WP_009872626  Q9HV43  KLV44233 | 99.8  99.8  98.8  98.8  81.6  80.3  62.7  60.2  59.2  58.7 |

^a^ Protein accession numbers correspond to the chaperone protein DnaK identified among the coding sequences of different *Flavobacterium* sp. and Gram-negative bacteria.

^b^ DnaK amino acid sequence annotated from the *F. columnare* ATCC 49512 genome (CP003222).

Table S2. Gene ontology enrichment in skin explant samples one week after bath immunization with rDnaK. The top five most significant overrepresented gene ontology names in each category are shown.

| GO Category^a^ | GO ID | GO Name | FDR^b^ |
| --- | --- | --- | --- |
| BP | GO:0016051 | Carbohydrate biosynthetic process | 1.91E-07 |
|  | GO:0006757 | ATP generation from ADP | 1.91E-07 |
|  | GO:0042866 | Pyruvate biosynthetic process | 1.91E-07 |
|  | GO:0006165 | Nucleoside diphosphate phosphorylation | 1.91E-07 |
|  | GO:0046939 | Nucleotide phosphorylation | 1.91E-07 |
| MF | GO:0016491 | Oxidoreductase activity | 2.9E-05 |
|  | GO:0015129 | Lactate transmembrane transporter activity | 0.000551 |
|  | GO:0019200 | Carbohydrate kinase activity | 0.001328 |
|  | GO:0008443 | Phosphofructokinase activity | 0.001548 |
|  | GO:0005507 | Copper ion binding | 0.001863 |
| CC | GO:0005882 | Intermediate filament | 1.26E-05 |
|  | GO:0045111 | Intermediate filament cytoskeleton | 1.52E-05 |
|  | GO:0030057 | Desmosome | 0.002522 |
|  | GO:0005581 | Collagen trimer | 0.007977 |
|  | GO:0005576 | Extracellular region | 0.010294 |

^a^ BP: Biological Process, MF: Molecular Function, CC: Cellular Component.

^b^ The differentially expressed genes were evaluated for enrichment using Fisher’s exact test at a False Discovery Rate (FDR < 0.05).

| GO Category^a^ | | GO ID | GO Name | FDR^b^ |
| --- | --- | --- | --- | --- |
| BP | GO:0006757 | ATP generation from ADP | 5.46E-08 |  |
|  | GO:0042866 | Pyruvate biosynthetic process | 5.46E-08 |  |
|  | GO:0009166 | Nucleotide catabolic process | 5.46E-08 |  |
|  | GO:0006096 | Glycolytic process | 5.46E-08 |  |
|  | GO:0016051 | Carbohydrate biosynthetic process | 6.47E-08 |  |
| MF | GO:0004866 | Endopeptidase inhibitor activity | 1.22E-06 |  |
|  | GO:0016491 | Oxidoreductase activity | 1.60E-06 |  |
|  | GO:0061135 | Endopeptidase regulator activity | 1.86E-06 |  |
|  | GO:0030414 | Peptidase inhibitor activity | 3.13E-06 |  |
|  | GO:0004601 | Peroxidase activity | 3.13E-06 |  |
| CC | GO:0005882 | Intermediate filament | 6.47E-08 |  |
|  | GO:0045111 | Intermediate filament cytoskeleton | 7.79E-08 |  |
|  | GO:0030057 | Desmosome | 8.21E-06 |  |
|  | GO:0098636 | Protein complex involved in cell adhesion | 5.22E-06 |  |
|  | GO:0008305 | Integrin complex | 5.22E-06 |  |

Table S3. Gene ontology enrichment in skin explant samples six weeks after bath immunization with rDnaK. The top five most significant overrepresented gene ontology names in each category are shown.

^a^ BP: Biological Process, MF: Molecular Function, CC: Cellular Component.

^b^ The differentially expressed genes were evaluated for enrichment using Fisher’s exact test at a False Discovery Rate (FDR < 0.05).

Table S4. Candidate list of genes associated with immune function in skin explant samples one week after bath immunization with rDnaK.

| Gene ID | Description | Fold change | Significance |
| --- | --- | --- | --- |
| XM_017473160.1 | Transcriptional regulator Myc-B-like (LOC108268289) | -3.21 | DEG |
| XM_017456779.1 | Toll-like receptor 1 (LOC108258270) | -2.22 | DEG |
| XM_017477521.1 | Syntaxin 6 (stx6), transcript variant X1 | -1.90 | DEG |
| XM_017456213.1 | Heat shock protein 90 alpha family class B member 1 (hsp90ab1) | 1.76 | DEG |
| XM_017481866.1 | Atypical chemokine receptor 3 (ackr3) | 2.53 | DEG |
| XM_017474751.1 | Secreted protein acidic and cysteine rich (sparc) | 2.78 | DEG |
| XM_017491066.1 | SUMO1 activating enzyme subunit 1 (sae1) | 2.89 | DEG |
| XM_017477458.1 | Ectonucleotide pyrophosphatase/phosphodiesterase 2 (enpp2) | 3.71 | DEG |
| XM_017489163.1 | Endoplasmic reticulum aminopeptidase 1-like (LOC108276965) | 4.04 | DEG |
| XM_017496387.1 | CD59 glycoprotein-like (LOC108280891) | 4.58 | DEG, GSEA |
| XM_017477863.1 | Sphingosine 1-phosphate receptor 4-like (LOC108270882) | 5.20 | DEG |
| XM_017466807.1 | Matrix metalloproteinase 9 (mmp9) | 5.94 | DEG, GSEA |
| XM_017464962.1 | Uncharacterized LOC108263802 (LOC108263802) | 6.66 | DEG, GSEA |
| XM_017488115.1 | Ras-related C3 botulinum toxin substrate 2 (LOC108276437) | 6.70 | DEG, GSEA |
| XM_017476623.1 | Tyrosine-protein kinase Lck-like (LOC108270195) | 7.25 | DEG |
| XM_017454757.1 | Protein NDRG1-like (LOC108257201) | 9.40 | DEG, GSEA |
| XM_017492308.1 | Protein tyrosine phosphatase, non-receptor type 13 (ptpn13) | 10.84 | DEG |
| XM_017477925.1 | Ring finger and CCCH-type domains 1 (rc3h1) | 12.23 | DEG |
| XM_017490121.1 | Dual specificity phosphatase 14 (dusp14) | 16.70 | DEG |
| XM_017474695.1 | Regakine-1-like (LOC108269115) | 45.08 | DEG |

Table S5. Candidate list of genes associated with immune function in skin explant samples six weeks after bath immunization with rDnaK.

| Gene ID | Description | Fold change | Significance |
| --- | --- | --- | --- |
| XM_017490305.1 | Translocase of inner mitochondrial membrane 50 (timm50) | -7.25 | DEG |
| XM_017456794.1 | Dpy-30, histone methyltransferase complex regulatory subunit (dpy30) | -2.74 | DEG |
| XM_017472168.1 | Tyrosine kinase non-receptor 1 (tnk1) | -2.44 | DEG |
| XM_017473160.1 | Transcriptional regulator Myc-B-like (LOC108268289) | -2.18 | DEG |
| XM_017477521.1 | Syntaxin 6 (stx6) | -1.83 | DEG |
| XM_017456213.1 | Heat shock protein 90 alpha family class B member 1 (hsp90ab1) | 1.78 | DEG |
| XM_017496349.1 | SBDS ribosome assembly guanine nucleotide exchange factor (sbds) | 2.44 | DEG |
| XM_017453178.1 | Tyrosine-protein phosphatase non-receptor type 3-like (LOC108256378) | 3.01 | DEG |
| XM_017489163.1 | Endoplasmic reticulum aminopeptidase 1-like (LOC108276965) | 5.24 | DEG |
| XM_017456746.1 | NF-kappa-B inhibitor alpha-like (LOC108258222) | 5.29 | DEG |
| XM_017476549.1 | Runt related transcription factor 2 (runx2) | 6.22 | DEG |
| XM_017469379.1 | Splicing factor 3b subunit 1 (sf3b1) | 6.24 | DEG |
| XM_017457386.1 | Interferon-induced GTP-binding protein Mx2-like (LOC108258627) | 6.25 | DEG |
| XM_017466807.1 | Matrix metalloproteinase 9 (mmp9) | 6.62 | DEG, GSEA |
| XM_017460851.1 | Spermine oxidase (smox) | 6.66 | DEG |
| XM_017475576.1 | Serine peptidase inhibitor, Kunitz type 1 (spint1) | 7.34 | DEG |
| XM_017464962.1 | Uncharacterized LOC108263802 (LOC108263802) | 7.52 | DEG |
| XM_017454757.1 | Protein NDRG1-like (LOC108257201) | 8.10 | DEG, GSEA |
| XM_017477863.1 | Sphingosine 1-phosphate receptor 4-like (LOC108270882) | 10.25 | DEG, GSEA |
| XM_017495153.1 | Transient receptor potential cation channel subfamily M member 4-like (LOC108280300) | 10.31 | DEG, GSEA |
| XM_017488115.1 | Ras-related C3 botulinum toxin substrate 2 (LOC108276437) | 11.15 | DEG, GSEA |
| XM_017457388.1 | Interferon-induced GTP-binding protein Mx2-like (LOC108258629) | 12.11 | DEG |
| XM_017467755.1 | H-2 class II histocompatibility antigen, I-E beta chain-like (LOC108265442) | 12.98 | DEG |
| XM_017476623.1 | Tyrosine-protein kinase Lck-like (LOC108270195) | 14.14 | DEG |
| XM_017450727.1 | Proto-oncogene tyrosine-protein kinase Src-like (LOC108255075) | 14.86 | DEG |
| XM_017476519.1 | Protein-tyrosine kinase 2-beta-like (LOC108270138) | 19.90 | DEG |
| XM_017455376.1 | 14 kDa phosphohistidine phosphatase-like (LOC108257519) | 19.93 | DEG |
| XM_017476519.1 | Protein-tyrosine kinase 2-beta-like (LOC108270138) | 19.93 | DEG |
| XM_017451502.1 | Tet methylcytosine dioxygenase 3 (tet3) | 28.06 | DEG |
| XM_017496039.1 | Interleukin-20 receptor subunit beta-like (LOC108280709) | 42.92 | DEG |
| XM_017461117.1 | C-X-C motif chemokine 2-like (LOC108260679) | 75.99 | DEG, GSEA |

Table S6. Primers used for qPCR validation.

| Description | Forward | Reverse | Reference |
| --- | --- | --- | --- |
| Keratin | GGACGCTACTCCATGAAACT | TCCTGACCTTGCCTCTCTAT | This study |
| E3 ubiquitin-protein ligase | CACAACCGGCCAGTCTAAA | CCGACTCGGTCCTTTCATTT |  |
| Aflatoxin B1 aldehyde reductase | AGCAGCTTCAGGAGAACTTG | GACACTCGTGAGCCACTAAAT |  |
| Selenoprotein | CGTCATCGTCGTCGTCATAAA | CCAGAATTCAGTGCAGGAAATAAG |  |
| 18S ribosomal RNA | GAGAAACGGCTACCACATCC | GATACGCTCATTCCGATTACAG | [1] |

Table S7. Average Ct values derived from qPCR amplification of the 18S ribosomal RNA housekeeping gene.

| qPCR reaction | 18S Average Ct values^a^ | | |
| --- | --- | --- | --- |
|  | Control week 1 | rDnaK week 1 | rDnaK week 6 |
| Keratin | 14.29 | 13.75 | 13.79 |
| E3 ubiquitin-protein ligase | 13.17/13.54^b^ | 12.81 | 14.04 |
| Aflatoxin | 12.47 | 11.77 | ND^b^ |
| Selenoprotein | 12.54 | ND^b^ | 12.13 |

^a^ The average Ct values were generated from six separate qPCR reactions using skin explant RNA.

^b^ The average Ct values represent two separate control week 1 amplifications associated with either rDnaK week 1 or week 6.

^c^ Not determined.

| Treatment | Reference | Gene ID | Description | Fold change | |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  | RNA Seq | qPCR |
| rDnaK week 1 | Ctrl. week 1 | XM_017454447.1 | Keratin, type I cytoskeletal 50 kDa-like (LOC108257047) | 22.6 | 29.9 |
| week 6 |  |  |  | 15.3 | 16.3 |
| rDnaK week 1 |  | XM_017473267.1 | E3 ubiquitin-protein ligase RNF182-like (LOC108268348) | 14.3 | 11.9 |
| week 6 |  |  |  | 34.1 | 33.1 |
| rDnaK week 1 |  | XM_017450965.1 | Aflatoxin B1 aldehyde reductase member 4-like (LOC108255199) | -4.0 | -1.8 |
| week 6 |  | XM_017475750.1 | Selenoprotein N, 1 (sepn1) | -6.9 | -1.5 |

Table S8. Quantitative PCR validation of RNA sequencing of catfish skin explant samples from the non-immunized control and rDnaK groups at different time points.

**References**

[1] D. Zhang, W. Thongda, C. Li, H. Zhao, B.H. Beck, H. Mohammed, C.R. Arias, and E. Peatman, More than just antibodies: Protective mechanisms of a mucosal vaccine against fish pathogen Flavobacterium columnare. Fish Shellfish Immunol 71 (2017) 160-170.

How the deposited data were processed for this re-analysis (not part of the article)

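The data were 18 RNA libraries from skin explants of individual channel catfish, 6 from non-immunized control fish, 6 from fish sampled 1 week after the rDnaK bath and 6 from fish sampled 6 weeks after it. Group and replicate number of each library were taken from the deposited sample titles. The sampling week of the control fish was taken from Tables S7 and S8, since the sample labels give none. Measurements of antibodies, survival and qPCR have no deposited files and were not analysed here.

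The authors deposited expected counts: estimated (effective) read counts per RefSeq transcript, rounded to whole numbers and not normalized for library size. The authors made them by trimming with Trim_Galore, aligning with Bowtie2 to the RefSeq transcripts of the assembly the paper names, and estimating counts with eXpress. Reads that fit several transcripts were divided between them by eXpress, so that counts of transcripts of the same gene are not independent. The trimming, alignment and estimation were not repeated. The authors' own comparisons used DESeq2, with lists brought to the gene level by hand. The annotation of the whole transcriptome behind the paper's enrichment tests was not used here.

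Transcript names came from the RefSeq gene table of a later assembly, Coco_2.0, which matched 29749 of 46678 transcripts, and from the descriptions in the supplementary tables, which named 130 more, 64.0% in all. No coordinates were taken from that table. The planned tests of keratin, desmosome and glycolysis genes by their descriptions were not run, because the gene table holds no descriptions.

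Counts were analysed in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and in Python 3.11.15 with scipy 1.17.1. In edgeR, filterByExpr with a minimum count of 10 kept 3444 transcripts, TMM factors were computed on these, and a quasi-likelihood model of the 3 groups was fitted to all 18 fish without a block. The plan named the quasi-likelihood method of edgeR version 4 as the main setting and the older, legacy method as an alternative. In the installed version the software default is the legacy method, and a trial fit with that default was seen before the setting was fixed. The main setting was kept as planned, with the legacy option off, and both sets of values are given. A transcript differed when the Benjamini-Hochberg adjusted p was under 0.05 and the fitted fold change was over 1.5 in either direction. CPM values are TMM-normalized, and log2 CPM used a prior count of 2. Comparisons of single values between 6 fish and 6 fish used two-sided exact permutation tests, whose smallest p is 0.0022.

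The transcripts named are every transcript the paper names in its results or discussion or in Table S8, and, for each of the 3 comparisons, up to 3 rising and 3 falling transcripts with the largest fold change among those past the cutoffs in which every fish of one group had a higher CPM than every fish of the other. This rule was set before the data were examined.

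Total counts per fish lay between 102378 and 345058. On simulated counts with 200 transcripts changed by 4-fold or 8-fold at the observed depth and spread, the edgeR fit recovered 77.5% of them for week 1 and 76% for week 6, and false calls made up 7.19% and 5.59% of the calls. The legacy setting of edgeR recovered 75% and 73%, with 3.23% and 2.67% false calls. The main setting therefore found slightly more of the changed transcripts than the legacy setting, with a larger share of false calls. DESeq2 recovered 84% and 81%, with 10.6% and 8.99% false calls. With no change simulated, edgeR made 0 calls over the 3 comparisons.

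Pairs of libraries of the same group differed by more than sampling, with chi-square values per degree of freedom between 5.83 and 21.3, so no pair is a repeat of the same library. Alternatives set before the data were examined were DESeq2, RLE normalization, library size alone, no low-count filter, a mean of at least 50 counts, fits to the 2 groups compared, robust empirical Bayes, the legacy method, no fold-change cutoff, a test against a fold change of 1.5, a block for the replicate number, counts summed per gene, and leaving out each fish in turn. Alternatives chosen after seeing the data were libraries thinned to the smallest total, and DESeq2 on the 2 groups compared, with all fish and with each fish left out.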

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

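The edgeR and DESeq2 comparisons of the labelled groups at full depth, and leaving out single fish, were set before the data were examined. The other tests in this part were chosen after the data had been seen. Those against splits of the fish and of the exchange of libraries were chosen only after the result was seen, as was the comparison of marker scores between week 1 and week 6. The position of the replicate 4 libraries was computed after the result of the exchange was known, with its reading written before its own value was seen, while the tests of epidermal and dermal markers and of thinned libraries were set before their own results were seen, with lists of marker genes written first.

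In 6 of the 90 groups of 6 values checked, a single fish lay apart from the other 5 by a share of the group's range above Dixon's 95% critical value, where 4.5 such groups would be found by chance alone. All 6 are among the 30 groups of control fish, where chance would give 1.5, and 0 are among the 30 groups at each of week 1 and week 6. For aflatoxin B1 aldehyde reductase member 4-like, replicate 4 was the lowest control fish (share 0.701). For tyrosine-protein phosphatase non-receptor type 3-like, replicate 4 was the highest (share 0.650). For keratin, type I cytoskeletal 13-like, replicate 4 had the only count among the control fish (share 1), and for fatty acid-binding protein, brain-like, replicate 2 had the only count (share 1). These last cases rest on a single count. For drg1, replicate 2 was the highest control fish (share 0.734), and for hemoglobin subunit alpha-like, replicate 6 was the lowest (share 0.675). The groups come from the same fish and are not independent, and why they are all of control fish was not tested. Replicate 4 of the control also has the smallest library, with 102378 counts. For the aflatoxin reductase it lies toward the week 1 fish, whereas for the phosphatase it had 205 CPM, above every week 1 fish, and that transcript did not differ at week 1 (log2 fold change 0.82, adjusted p = 0.331 in edgeR). A mislabelled library is a candidate explanation. When the control and week 1 libraries of replicate 4 were exchanged, 497 transcripts differed at week 6, against 440 as labelled. An exchange of this kind was picked out by its result and a fish that by chance resembles the other group would give the same, so by this count a mislabelled library cannot be told apart from variation between fish. Leaving out replicate 4 of the control alone gave 604, with 3744 transcripts tested instead of 3444. On the axis from control (0) to week 1 (1) computed from the other 5 pairs, the control library of replicate 4 lay at 0.697, where the other control libraries lay between -0.0688 and 0.336 when their own pair was left out. The week 1 library of replicate 4 lay at 0.646, on the side of its own group, where an exchange would place it under 0.5. It also had 9 counts of the aflatoxin reductase and 2 of hemoglobin subunit alpha-like, both within the range of the other week 1 fish. An exchange of the 2 libraries is therefore not supported by the week 1 library, and why the control library lies toward week 1 was not tested.

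The number of transcripts that differed was compared with that of the 32 splits of the 12 fish that, like the real one, separate all same-numbered fish. At week 1, 2 of the 32 splits gave at least as many transcripts, the real one and the one with the fish of replicate 4 exchanged. At week 6 it was 1 of 32, the real split, and for week 1 against week 6 it was also 1 of 32. The other splits mix fish of both groups. The split with replicate 4 exchanged gave 389 transcripts and keeps 10 of the 12 fish in their own group, and the other 30 splits at week 1 gave between 0 and 89, against 250 for the real one. The share of 2 of 32 at week 1 therefore rests on that exchange. Only splits that separate same-numbered fish were counted, although the fish were treated as unpaired elsewhere, and the smallest share such a count can give is 1 of 32. With the legacy method the exchange of replicate 4 gave 245 transcripts at week 1 against 102 as labelled.

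The log2 fold change differed between week 1 and week 6, by a direct test in edgeR, for hemoglobin subunit alpha-like (2.77, adjusted p = 0.0203), smox (2.60, adjusted p = 0.00700), protein-glutamine gamma-glutamyltransferase K-like (2.28, adjusted p = 0.00700), mmp2 (-2.17, adjusted p = 0.00300), decorin (-1.78, adjusted p = 0.00243) and clusterin (-1.78, adjusted p = 0.00300), and in each of them 6 of 6 week 6 fish lay on the same side of every week 1 fish, which the rule that named them requires. The hemoglobin transcript fell at week 1 (-2.42) and was near the control at week 6 (0.36). Blood left in a piece of skin would carry such a transcript, which was not tested. A candidate explanation for the others is a different share of epidermis and dermis in the dissected pieces. The mean log2 CPM of epidermal minus dermal marker transcripts was higher than in the control by 2.09 at week 6 and by 0.622 at week 1, and mmp2, decorin and clusterin were not on either list. From week 1 to week 6 that score rose by 1.47 (6 of 6 week 6 fish above all week 1 fish; exact permutation p = 0.0022, the smallest possible; adjusted p = 0.0108), the dermal markers fell by 0.891 (5 of 6 week 6 fish below all week 1 fish; exact permutation p = 0.00433, adjusted p = 0.0130) and the epidermal markers rose by 0.575 (3 of 6 fish above; exact permutation p = 0.0476, adjusted p = 0.0595). Against control, the 3 falling transcripts did not follow the mean of the dermal markers at week 6. Lower than in the control were mmp2 (-2.10, adjusted p = 0.000992 in edgeR, 6 of 6 fish below all control fish), decorin (-1.31, adjusted p = 0.00367, 6 of 6 fish) and clusterin (-1.46, adjusted p = 0.00290, 5 of 6 fish). The mean of the dermal markers was not (-0.07, exact permutation p = 0.814). At week 1 the dermal markers were higher by 0.819 in 6 of 6 fish (exact permutation p = 0.0022, the smallest possible), while mmp2 was near the control (0.07, adjusted p = 0.915 in edgeR). Decorin (0.47, adjusted p = 0.246, 4 of 6 fish above all control fish) and clusterin (0.32, adjusted p = 0.489, 2 of 6 fish) were higher at week 1 without passing the cutoffs. The dermal markers did not move together at week 6, where 13 of the 23 were higher than in the control. The 3 of them that passed the cutoffs all fell. From week 1 to week 6 their mean fell, as did mmp2, decorin and clusterin. The mean against control therefore cannot decide whether a smaller share of dermis contributes to the falls. Age and time in the tanks also differ between the weeks, and no control fish of week 6 were sequenced, so a change with immunization and a change with time cannot be told apart. Depth is a further difference. Thinned to equal totals, 22 transcripts differed between the weeks, as many as before, so depth does not account for their number. Of the 6 named here, protein-glutamine gamma-glutamyltransferase K-like, mmp2, decorin and clusterin still passed the cutoffs after thinning, whereas hemoglobin subunit alpha-like (2.46, adjusted p = 0.0987) and smox (2.38, adjusted p = 0.0535) did not.

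XM_017466591.1 rose at week 6 with a log2 fold change of 7.95 (adjusted p = 0.00896 in edgeR; 6 of 6 fish above all control fish, which the rule that named it requires) and is not in Data Set 2. It also rose at week 1, by 7.40 (SE 1.95, adjusted p = 0.0319; 4 of 6 fish above all control fish), with an adjusted p of 0.00390 in DESeq2 and of up to 0.105 in edgeR when a fish was left out. From week 1 to week 6 it did not differ (0.55, adjusted p = 0.805). It has no name in the gene table used. At week 1 it had 100 counts in replicate 3 and 0 in replicates 1 and 4. No biological explanation was tested for it.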

How the results depend on the processing

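Alternatives were set before the data were examined unless the text says otherwise. None of the 34 values given for named transcripts in the comparison that names them changed direction under any alternative in which it was fitted. In the 47 other comparisons of named transcripts, the log2 fold change changed sign in 7 with a fish left out, among them mmp2 at week 1 (from -0.31 to 0.25) and smox at week 1 (from -0.27 to 0.82). The cause was not tested for any of the changes given here, apart from the effect of depth.

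With DESeq2 in place of edgeR, the transcripts that differed numbered 387 at week 1, 542 at week 6 and 51 between the weeks, of which the first and the last moved by more than 1.5-fold, and 40 transcripts of Data Set 3 and 15 of Table S4 passed the cutoffs. DESeq2 also tests transcripts below the edgeR filter, and of those that edgeR tested, 34 of Data Set 3 and 11 of Table S4 passed. With the legacy quasi-likelihood method, which is the default of the installed edgeR version, the numbers were 102, 260 and 11, and 84 transcripts of Data Set 1, 11 of Data Set 3 and 5 of Table S4 passed. With a test against a fold change of 1.5 they were 41, 221 and 6, and 37 transcripts of Data Set 1, 182 of Data Set 2, 6 of Data Set 3 and 2 of Table S4 passed. Without the low-count filter, 580, 879 and 111 of 35256 transcripts differed, and 14 transcripts of Table S4 passed. With a mean of at least 50 counts, 608 transcripts were tested and 140 differed at week 1 and 188 at week 6, with 87 of Data Set 1, 109 of Data Set 2, 5 of Table S4 and 6 of Table S5. Fits to the 2 groups compared gave 267 at week 6.

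RLE normalization, library size alone, robust empirical Bayes, no fold-change cutoff, the replicate block and counts summed per gene each kept the numbers of transcripts that differed within 1.5-fold of those reported, from 241 to 267 at week 1, from 420 to 443 at week 6 and from 20 to 29 between the weeks. The median log2 fold change of all tested transcripts from control to week 6 was -0.03 with TMM, -0.11 with library size alone and 0.16 without the filter.

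With each of the 18 fish left out in turn, between 27 and 497 transcripts differed at week 1, between 313 and 604 at week 6 and between 9 and 52 between the weeks. The transcripts that passed ranged from 25 to 311 for Data Set 1, from 232 to 407 for Data Set 2, from 9 to 34 for Data Set 3, from 1 to 15 for Table S4 and from 11 to 21 for Table S5. The week 1 number is therefore the one that depends most on single fish, and leaving out replicate 4 of the control raised the numbers at both weeks to the top of their range.

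The correlation across transcripts of the week 1 and week 6 log2 fold changes was 0.815 with shared control fish, 0.530 as the mean of 20 fits with separate control fish, and 0.865 over the 608 transcripts with a mean of at least 50 counts.

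Of 34 values for single named transcripts, 8 fell short of the cutoff with the legacy method and 7 with the test against a fold change of 1.5. Without the low-count filter 3 fell short and 2 newly passed, and the 2 were those of mmp9. RLE normalization and library size alone left all 34 on the same side of the cutoff. With replicate 4 of the control left out, 4 newly passed and 0 fell short. Without replicate 2 of the control, 6 fell short and 0 newly passed. Without replicate 3 of week 1, 6 fell short and 1 newly passed, and no other fish left out gave more that fell short.

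Some alternatives were chosen after seeing the data. With all libraries thinned at random to 102378 counts, 156 transcripts differed at week 1 and 318 at week 6. The depth therefore limits how many can be called against control, whereas between the weeks the number stayed at 22. DESeq2 fitted to the 2 groups compared gave 58 transcripts between the weeks, and with replicate 4 of the control also left out it gave 508 at week 1 and 673 at week 6. The planned tests of gene families by description could not be run.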

Differences from the paper's values

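The paper's values count genes and the values here count transcripts, and the paper's lists were brought to the gene level by hand.

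Between control and week 1, 250 transcripts differed against the paper's 420, of which 195 rose against the paper's 323 and 55 fell against the paper's 96. Of the alternatives set before the data were examined, DESeq2 gave 387, with 294 rising and 93 falling, and no low-count filter gave 580, with 473 and 107, and these came within 1.5-fold of the paper's values. For the falling transcripts this also held with RLE normalization (64), library size alone (87) and a mean of at least 50 counts (70). With fish left out in turn, it held for all 3 values without replicate 4 of the control (497, 361 and 136), without replicate 1 (383, 289 and 94) or 4 (331, 241 and 90) of week 1, and without replicate 2 (321, 241 and 80), 3 (296, 224 and 72) or 4 (301, 233 and 68) of week 6, and for the total and the rising transcripts without replicate 6 of week 1 (304 and 246). The other alternatives did not come within 1.5-fold.

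Between control and week 6, 307 transcripts rose against the paper's 472. DESeq2 (411) and RLE normalization (315) came within 1.5-fold, as did leaving out replicate 4 of the control (440), any fish of week 1 (333 to 363) or replicate 1, 4 or 5 of week 6 (316, 357 and 331). The other alternatives did not.

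Between week 1 and week 6, 22 transcripts differed against the paper's 52, with 3 against the paper's 17 rising and 19 against the paper's 35 falling. DESeq2 gave 51, with 12 rising and 39 falling, within 1.5-fold of each. All 3 values were also within 1.5-fold without replicate 6 of the control (41, 13 and 28), without replicate 3 of week 1 (49, 13 and 36) and without replicate 2 (52, 15 and 37) or 3 (39, 13 and 26) of week 6. The total and the falling transcripts were so without replicate 4 of the control (37 and 27), and the falling ones alone with a mean of at least 50 counts (25) and without replicate 2 of the control (24). The other alternatives did not come within 1.5-fold.

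The lowest percentage of transcripts that differed was 0.639% against the paper's 1.0% and the highest was 12.8% against the paper's 5.5%. DESeq2 came within 1.5-fold of both (1.39% and 6.01%). For the lowest, fits to the 2 groups compared (0.709%), library size alone (0.842%) and robust empirical Bayes (0.697%) did too, and so did leaving out replicate 1 (0.715%), 2 (0.711%), 3 (0.865%), 4 (0.988%) or 6 (1.10%) of the control, replicate 3 of week 1 (0.753%) or replicate 2 (1.39%) or 3 (1.05%) of week 6. For the highest, the legacy method (7.55%) and the test against a fold change of 1.5 (6.42%) did. The other alternatives did not for either.

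DESeq2 fitted to the 2 groups compared without replicate 4 of the control, chosen after seeing the values, gave 453 distinct genes at week 1 (349 rising and 104 falling) and 610 at week 6 (501 rising and 109 falling), within 1.5-fold of each of the paper's 420, 323, 96, 579, 472 and 106. These gene numbers are upper limits, since a transcript matched to no gene counted as its own gene. Under that setting, 365 of the 418 listed week 1 transcripts and 516 of the 578 listed week 6 transcripts had a log2 fold change within 0.01 of the paper's. DESeq2 fitted to the 12 fish of week 1 and week 6, also chosen after seeing the values, gave 58 transcripts, 19 rising and 39 falling, and 47 of the 52 listed transcripts were within 0.01.

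For single transcripts, a value counts as near the paper's when the log2 fold changes are within the standard error of the one fitted here. For keratin, type I cytoskeletal 50 kDa-like (XM_017454447.1), the fold change was 66.4 at week 1 and 102 at week 6, against the paper's 22.6 and 15.3 in Table S8. At week 1 the replicate block (42.8) and leaving out replicate 3 of week 1 (35.8) came near the value of Table S8, and at week 6 none of the alternatives did. The paper's Data Sets 1 and 2 give 113 and 184 for this transcript. For another keratin 50 kDa-like transcript, XM_017477708.1, the paper's Data Sets 1 and 2 give 22.7 and 34.8, and the fold changes here were 6.65 and 10.1. For E3 ubiquitin-protein ligase RNF182-like at week 6 the fold change was 9.14 against the paper's 34.1 in Table S8, and none of the alternatives came near it. The paper's Data Set 2 gives 15.4 for it, near the 15.3 that Table S8 gives for the keratin at week 6. The 34.1 is near the 34.8 of XM_017477708.1, and the 22.6 given for the keratin at week 1 is near its 22.7. Which transcripts the week 6 values and the week 1 keratin value of Table S8 belong to is therefore uncertain.

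For mmp9 the fold change was 2.91 at week 1 and 3.16 at week 6 against the paper's 5.94 and 6.62. Without replicate 4 of the control it was 5.81 and 6.39, and no other alternative set before the data were examined came near. For ras-related C3 botulinum toxin substrate 2 it was 3.39 and 5.34 against the paper's 6.7 and 11.15. Without replicate 4 of the control it was 6.81 and 10.9, at week 1 leaving out replicate 1 of the control (3.96) also came near the paper's value, and the other alternatives did not. For tyrosine-protein phosphatase non-receptor type 3-like at week 6 it was 1.78 against the paper's 3.01, and only leaving out replicate 4 of the control (2.83) came near it. For tyrosine-protein kinase Lck-like it was 4.96 at week 1 and 9.55 at week 6 against the paper's 7.25 and 14.14. At week 1, fits to the 2 groups compared (5.07) and leaving out replicate 3 (5.60) or 4 (7.12) of the control or replicate 1 (5.44), 4 (5.51) or 6 (5.63) of week 1 came near the paper's value. At week 6, the replicate block (11.0) and leaving out replicate 2 (9.88), 3 (11.0) or 4 (13.9) of the control or replicate 1 (10.2), 2 (10.3) or 6 (10.1) of week 6 did. The remaining alternatives did not.

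The paper lists ras-related C3 botulinum toxin substrate 2 in Table S4 and mmp9 in Tables S4 and S5, while here the adjusted p was 0.0970 for the former at week 1, and 0.0835 and 0.0506 for mmp9 at week 1 and week 6. It also lists tyrosine-protein phosphatase non-receptor type 3-like in Table S5, whose adjusted p was 0.317 at week 6.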

Other observations

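The tests of leaving fish out of DESeq2, of separate control fish, of the relation among week 1 fish and of low-oxygen markers were chosen only after the result was seen, as were the marker scores without listed transcripts. Those of depth, of epidermal and dermal markers and of sums per gene were also chosen after the data had been seen, but before their own results were.

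The listed fold changes of Data Sets 1 and 2 differ from those computed over 6 control fish. A candidate explanation is that the lists were computed without replicate 4 of the control. DESeq2 was fitted to the 2 groups compared with no fish or with each fish left out in turn. Without replicate 4 of the control, 516 of the 578 week 6 transcripts lay within 0.01 of the listed log2 fold change, with a median difference of 1.13e-06, and at week 1 it was 365 of 418 with a median of 1.17e-06. In the 12 other fits for each week the median difference lay between 0.292 and 0.584 at week 1 and between 0.299 and 0.486 at week 6, and at most 12 and 14 transcripts were within 0.01. The paper's methods give 6 control fish, and why a fish would be left out was not tested.

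More transcripts differed at week 6 than at week 1, and the week 6 libraries are deeper. With all libraries thinned to 102378 counts, 318 transcripts differed at week 6 and 156 at week 1, so depth alone does not account for the difference in number. Whether the effect itself is larger at week 6 was not tested by this. The control fish were of week 1, so the week 6 number also includes any change with age and time in the tanks.

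The fold changes of both weeks against control run together. With separate control fish the mean Pearson correlation was 0.530, with single fits between 0.455 and 0.587. In simulated counts with no change, sharing the control fish alone gave 0.524, so that part of the 0.815 with shared fish comes from the sharing, and a relation remains without it.

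Among the 6 week 1 fish, the transcripts that followed keratin, type I cytoskeletal 50 kDa-like (XM_017454447.1) tended to be those that rose at week 6 against control, with a Spearman correlation of 0.481 across 3443 transcripts (exact permutation over all 720 orders of the 6 fish, p = 0.0125). This suggests that an axis along which fish of the same treatment vary may contribute to the differences between groups. One such axis could be the amount of epidermis in a piece of skin. The mean log2 CPM of 21 epidermal marker transcripts minus that of 23 dermal ones was higher at week 6 than in the control by 2.09 (6 of 6 fish above all control fish; exact permutation p = 0.0022, the smallest that 6 fish against 6 can give; adjusted p = 0.0108 over the 15 marker comparisons made). At week 1 the difference was 0.622 (0 of 6 fish; exact permutation p = 0.221, adjusted p = 0.255). The epidermal list holds keratin and plakophilin genes that the paper lists. Over the 13 epidermal transcripts outside those lists, the difference was 1.73 at week 6 (4 of 6 fish; exact permutation p = 0.00649, adjusted p = 0.0139) and 0.405 at week 1 (0 of 6 fish; exact permutation p = 0.353, adjusted p = 0.378). At week 1 both the epidermal markers (1.44; exact permutation p = 0.00866, adjusted p = 0.0144; 3 of 6 fish) and the dermal markers (0.819; exact permutation p = 0.0022, adjusted p = 0.0108; 6 of 6 fish) were higher than in the control. At week 6 the epidermal markers were higher (2.02; exact permutation p = 0.00433, adjusted p = 0.0130; 5 of 6 fish) and the mean of the dermal markers was close to that of the control (-0.07; exact permutation p = 0.814, adjusted p = 0.814; 1 of 6 fish). The dermal transcripts did not move together at week 6, where 13 of the 23 were higher than in the control and 10 lower. The 3 that passed the cutoffs in edgeR all fell, twist1b (-1.92, adjusted p = 0.00431), prrx1a (-1.12, adjusted p = 0.0114) and loxa (-1.08, adjusted p = 0.0141). A larger amount of epidermis in the week 6 explants and a rise in these transcripts within epidermal cells would look alike in these data.

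Most of the glycolysis transcripts that the paper lists rose at both weeks. A candidate explanation is low oxygen in the explants during culture. The mean log2 CPM of 11 low-oxygen marker transcripts was higher than in the control by 1.75 at week 1 (4 of 6 fish above all control fish; exact permutation p = 0.00649, adjusted p = 0.0139) and by 1.35 at week 6 (2 of 6 fish; exact permutation p = 0.0260, adjusted p = 0.0354). Of these, 4 transcripts (ero1a, egln3 and 2 of p4ha1b) are in the paper's oxidoreductase lists. Over the other 7 the difference was 1.26 at week 1 (3 of 6 fish; exact permutation p = 0.00866, adjusted p = 0.0144) and 0.956 at week 6 (2 of 6 fish; exact permutation p = 0.0216, adjusted p = 0.0325). The markers did not all rise. Both igfbp1b transcripts (-0.26 and -0.29 at week 1, -1.28 and -1.43 at week 6) and higd1a (-1.14 and -0.69) were lower at both weeks, with none past the cutoffs. All explants were cultured for 24 h, so the culture alone does not separate the groups, and differences between plates or days could not be examined, since the files hold no such record.

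A fall of listed transcripts might come from counts moved between transcripts of a gene. Of the 42 falling entries of the paper's Data Sets 1 and 2 whose gene has more than 1 transcript with counts, 92.9% also fell by more than 1.5-fold when counts were summed over the gene, so the falls are not accounted for in this way.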
